# Diverse Partners of the Partitioning ParB Protein in Pseudomonas aeruginosa

**DOI:** 10.1128/spectrum.04289-22

**Published:** 2023-01-09

**Authors:** Adam Kawalek, Krzysztof Glabski, Aneta Agnieszka Bartosik, Dominika Wozniak, Magdalena Kusiak, Jan Gawor, Karolina Zuchniewicz, Grazyna Jagura-Burdzy

**Keywords:** DNA segregation, *Pseudomonas aeruginosa*, partitioning proteins

## Abstract

In the majority of bacterial species, the tripartite ParAB-*parS* system, composed of an ATPase (ParA), a DNA-binding protein (ParB), and its target *parS* sequence(s), assists in the chromosome partitioning. ParB forms large nucleoprotein complexes at *parS*(s), located in the vicinity of origin of chromosomal replication (*oriC*), which after replication are subsequently positioned by ParA in cell poles. Remarkably, ParA and ParB participate not only in the chromosome segregation but through interactions with various cellular partners they are also involved in other cell cycle-related processes, in a species-specific manner. In this work, we characterized Pseudomonas aeruginosa ParB interactions with the cognate ParA, showing that the N-terminal motif of ParB is required for these interactions, and demonstrated that ParAB-*parS*-mediated rapid segregation of newly replicated *ori* domains prevented structural maintenance of chromosome (SMC)-mediated cohesion of sister chromosomes. Furthermore, using proteome-wide techniques, we have identified other ParB partners in P. aeruginosa, which encompass a number of proteins, including the nucleoid-associated proteins NdpA(PA3849) and NdpA2, MinE (PA3245) of Min system, and transcriptional regulators and various enzymes, e.g., CTP synthetase (PA3637). Among them are also NTPases PA4465, PA5028, PA3481, and FleN (PA1454), three of them displaying polar localization in bacterial cells. Overall, this work presents the spectrum of P. aeruginosa ParB partners and implicates the role of this protein in the cross-talk between chromosome segregation and other cellular processes.

**IMPORTANCE** In Pseudomonas aeruginosa, a Gram-negative pathogen causing life-threatening infections in immunocompromised patients, the ParAB-*parS* system is involved in the precise separation of newly replicated bacterial chromosomes. In this work, we identified and characterized proteins interacting with partitioning protein ParB. We mapped the domain of interactions with its cognate ParA partner and showed that ParB–ParA interactions are crucial for the chromosome segregation and for proper SMC action on DNA. We also demonstrated ParB interactions with other DNA binding proteins, metabolic enzymes, and NTPases displaying polar localization in the cells. Overall, this study uncovers novel players cooperating with the chromosome partition system in P. aeruginosa, supporting its important regulatory role in the bacterial cell cycle.

## INTRODUCTION

Segregation of prokaryotic chromosomes is a multistep process involving initial separation of replicated regions proximal to the origin of chromosomal replication (*oriC*), bulk segregation of the chromosome, and separation of the termini regions (*ter*) (1). In the majority of species, the first step involves the action of homologs of the plasmidic class Ia partitioning system ParA-ParB-*parS* (2, 3), composed of ParA (an ATPase), ParB (a DNA-binding protein), and one or multiple palindromic sites recognized by ParB, designated centromere-like sequences (*parS*), mostly located in 25% of genomes around *oriC* (also called the *ori* domain) (4). ParB binding to *parS*s leads to its spreading on adjacent DNA and formation of large nucleoprotein complexes, through a combination of 1D and 3D interactions between ParB molecules ([Bibr B5][Bibr B6] 9). The newly replicated ParB-bound *ori* domains are subsequently positioned in the opposite cell halves by ParAs, a deviant Walker type ATPases ([Bibr B10][Bibr B11] 12). Various mechanisms have been proposed to explain the directional movement of ParB-DNA complexes by ParA (12, 13). These mechanisms are based on the ability of ParA proteins to homodimerize and associate nonspecifically with DNA upon ATP binding ([Bibr B14][Bibr B15] 16). ParB–ParA interactions stimulate ATP hydrolysis, ParA monomerization, and dissociation from the nucleoid. ParA monomers may again bind ATP; however, they cannot instantly bind to DNA as a conformational change is required first. The gradient of ParA dimers attracts ParB-DNA complexes and perpetuates their relocation. Thus, the cooperation between ParB and cognate ParA is vital for the first stage of chromosome segregation.

Intriguingly, chromosomal ParA and ParB proteins were also shown to interact with other proteins in a species-specific manner (reviewed in references 3, 17, and 18). ParB-*parS* complexes serve as loading platforms for structural maintenance of chromosome (SMC) proteins aligning opposite chromosome arms and promoting DNA condensation by loop extrusion ([Bibr B19][Bibr B20] 22). The process of SMC recruitment involves direct interactions with ParB (23). Furthermore, the positioning of ParB-*parS* complexes and consequently *ori* domains in defined cell compartments may engage interactions of ParA and/or ParB proteins with specific pole-organizing proteins. Concomitantly, multiple other proteins interact with ParAB proteins, including those involved in the cell division, cell morphogenesis, cell cycle coordination, and regulation of replication initiation (3, 17, 24). A particularly interesting class of partners is represented by ParA-like ATPases with diverse functions. In Caulobacter crescentus, a ParB partner, the pole-organizing protein PopZ is responsible for anchoring ParB-*parS* complexes to the cell poles (25). Additionally, in this bacterium, the ParA homolog termed MipZ was shown to interact with ParB and coordinate chromosome segregation with cell division by interfering with FtsZ polymerization ([Bibr B26][Bibr B27] 28). MipZ homologs have also been characterized in Rhodobacter sphaeroides and Magnetospirillum gryphiswaldense (29, 30). In Corynebacterium glutamicum, ParB interacts not only with ParA but also with PldP, an ATPase with a role in division site selection (31). Remarkably, in Streptococcus pneumoniae, a species lacking a gene encoding the canonical ParA, a CpsD protein with ATPase activity binds to ParB to promote chromosome segregation, as well as cell division and capsule formation (32). Overall, these findings indicate species-specific ParA/ParB interactions with other cellular partners, including proteins with ATPase activity.

In Pseudomonas aeruginosa (here referred to as *Pae*), a rod-shaped bacterium with a simple life cycle, deletion of *parA* and/or *parB* is not lethal but results in up to 10% of anucleate cells during growth under optimal conditions ([Bibr B33][Bibr B34] 36). Concomitantly, *par* mutants exhibit longer division time, increase in cell size, and altered colony morphology and are impaired in swarming and swimming motilities, suggesting a role of Par proteins in control of various processes (34, 35). Our transcriptomic analysis showed hundreds of genes with altered expression in *Pae par* mutants (37) as well as under conditions of ParB abundance (38), suggesting direct or indirect influence of Par proteins on the transcriptome. Moreover, our recent study showed that *Pae* ParB binds not only to palindromic *parS* sequences but also to half-*parS* motifs (39).

In this work, we showed that ParA interaction with the conserved motif at the N terminus of ParB is essential for proper *ori* domain segregation. Moreover, using various proteome-wide approaches, we identified numerous novel ParB partners, including four NTPases, PA3481, PA5028, PA4465, and FleN (PA1454), with three of them displaying polar localization. Overall, our data highlight the spectrum of ParB partners in *Pae*.

## RESULTS

### Mapping the ParB region involved in the interactions with cognate ATPase partner ParA.

Chromosomally encoded ParB proteins are composed of three domains: the N-terminal domain (NTD) involved in CTP binding and hydrolysis, the central DNA-binding domain, and the C-terminal part mediating dimer formation (7, [Bibr B40][Bibr B41] 44). Previous experiments with the use of the yeast two-hybrid system suggested involvement of the *Pae* ParB C-terminal domain for the interactions with ParA (45), which was in contrast to what was acknowledged for other bacterial species. To clarify this discrepancy, here we have systematically analyzed ParA interactions with various truncated variants of ParB using the bacterial two-hybrid (BACTH) system, based on reconstitution of adenylate cyclase activity by interacting proteins fused with CyaT18 and CyaT25 subunits (Fig. 1A). The analysis showed that ParA interacts with the NTD of ParB but not with the remaining two domains (Fig. 1A). Removal of 37 or even 6 amino acids from the N terminus of ParB abrogated the interactions, and, concomitantly, the ParB_1-36_ fragment interacted with ParA (Fig. 1A). This suggests that the N-terminal part of ParB is sufficient for interactions with ParA. The interactions of the dimerization domain with ParA reported previously with the use of the yeast two-hybrid system might represent a false-positive observation, possibly due to auto-activation of reporter genes, triggered by the C terminus of ParB (46).

**FIG 1:**
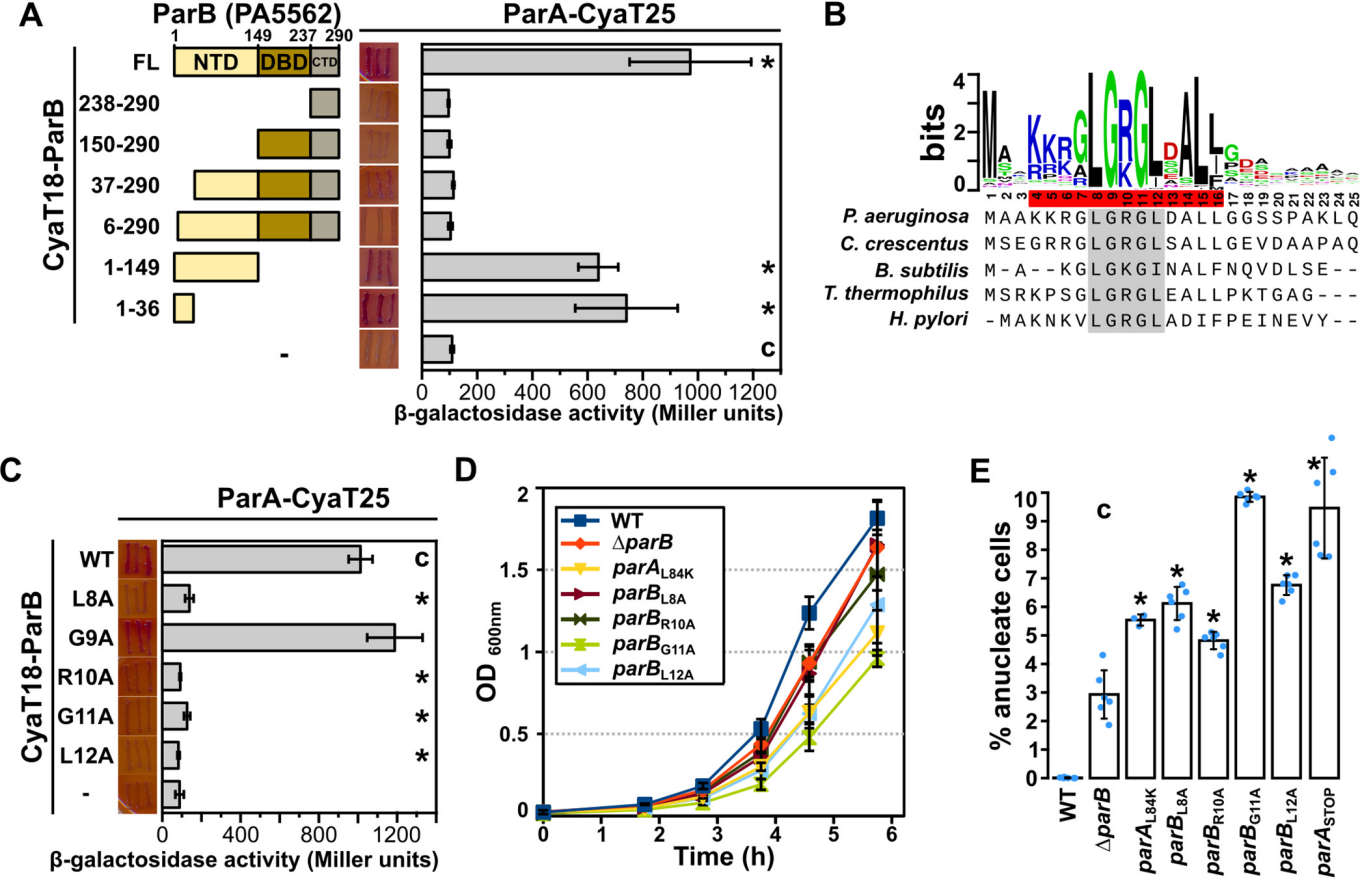
N-terminal motif in ParB is required for interaction with ParA and proper chromosome segregation. (A) ParA interactions with truncated ParB variants analyzed using the BACTH system. E. coli BTH101 *cya*- expressing the indicated CyaT18-ParB variants and ParA-CyaT25 were streaked on MacConkey agar, photographed, and used to inoculate cultures used for β-galactosidase activity measurements. Data represent mean values from at least five cultures ± standard deviations (SD). *, *P < *0.05 (two-sided Student's *t* test) relative to the control expressing CyaT18 and CyaT25 (indicated with “c”). Scheme illustrates the ParB truncations used. Numbers indicate ranges of amino acids, and colors indicate the domains. NTD, N-terminal domain; DBD, DNA binding domain; CTD, C-terminal domain; FL, full length. (B) Sequence logo, representing the conservation within the N-terminal part of P. aeruginosa ParB, obtained through iterative alignment of 822 ParB homologs, identified in representative and reference bacterial genomes, to sequence of P. aeruginosa ParB. Accession numbers and full-length protein alignment are shown in Fig. S1. (C) BACTH analysis of ParA interactions with the indicated ParB substitution variants. (D) Growth of P. aeruginosa WT and mutant strains in L broth (LB) at 37°C. Data represent mean optical density at 600 nm ± SD from 3 cultures. (E) Percentage of anucleate cells in exponentially growing cultures (OD_600_ ~0.5) of PAO1161 (WT), and mutants, assessed by microscopic analysis after propidium iodide staining. Data represent mean ± SD, and blue dots represent the individual measurements of at least 2,000 cells. *, *P < *0.05 as determined by two-tailed Student's *t* test relative to the Δ*parB* strain.

The sequence alignment of bacterial ParBs provided a logo illuminating amino acid conservation (Fig. 1B; full logo in Fig. S1 in the supplemental material). The N terminus of ParB contains a conserved stretch of 12 amino acids with several positively charged and aliphatic amino acids. Alanine substitution of 5 highly conserved amino acids (gray in Fig. 1B) showed that altering L8, R10, G11, and L12 but not G9 blocked the ParB interactions with ParA (Fig. 1C). The sensitivity and indirect relation between reporter activities and the extent of protein–protein interactions in BACTH could mask the residual interactions between ParA and ParB variants; nevertheless, the results clearly indicate the importance of residues at the N terminus of *Pae* ParB for interactions with ParA.

### Significance of ParB–ParA interactions in chromosome segregation.

To check the effect of these amino acid substitutions on chromosome segregation, we have engineered *Pae* PAO1161 derivatives with missense *parB* mutations resulting in production of ParB variants L8A, R10A, G11A, or L12A. Analysis of the culture growth in the rich medium showed lower growth rates of strains producing these ParB variants, similar to that observed for strains lacking *parB* or expressing ParA L84K protein, defective in interactions with ParB (36) (Fig. 1D). Interestingly, the point mutants differed in the extent of the growth retardation, and the most severe growth defect was observed for the strain producing ParB G11A (Fig. 1D). The effect seemed not to be related to the level of ParB, as it was only slightly reduced in mutants expressing ParB L8A, R10A, G11A, or L12A, compared to native ParB in PAO1161 in contrast to cells lacking ParA (Fig. S2) (33). Concomitantly, analysis of the frequency of anucleate cells in the cultures exponentially growing in rich medium showed that, whereas less than 0.1% of cells lacking nucleoid were observed for the wild-type (WT) strain and around 3% of such cells were observed for the Δ*parB* strain, the cultures of strains producing ParA and ParB variants with disrupted interactions with their cognate partners contained significantly more (5 to 10%) anucleate cells (Fig. 1E), similar to what was observed for the ParA deficient strain (33).

To check whether the ParB–ParA interaction is required for ParB complex formation on *parS*s, in the case of *Pae*, the *parS1*-*4* cluster adjacent to *oriC*, we have used fluorescence microscopy. In the PAO1161 strain grown in the rich medium, the majority of the cells contained up to 4 regularly spaced YFP-ParB foci (Fig. 2A, B). In the cells with two foci, they occupied positions at 20 and 80% of relative cell length (Fig. 2C, D), as reported previously (34, 46). ParB foci were still observed in strains producing interactions interactions-defective ParA L84K or ParB L8A, although they demonstrated variable intensity and irregular positioning (Fig. 2A, C, D). The number of foci detected per cell was lower, possibly due to the proximity of individual ParB-*parS1*-*4* complexes triggered by a defect in their separation (Fig. 2B). Similar disturbances were observed when complex localization was analyzed in cells producing ParB R10A, G11A, or L12A (Fig. S3). This confirms that interactions between ParB and ParA are not essential for ParB complex formation on *parS*s but are required for proper movements of ParB-*ori* domain complexes. Strikingly, there was a much stronger phenotypic effect of disrupted ParA–ParB interaction in comparison to the lack of ParB alone. Indeed, the phenotype of the Δ*parAB* strain was similar to Δ*parB*, suggesting that ParB not interacting with its cognate ParA is detrimental to the cells (Fig. 2E). When the crucial *parS* sequences were mutated (Δ*parS1*-*4* background), the presence of ParB L8A, R10A, G11A, or L12A did not further increase the anucleate cell content (Fig. 2E), confirming that impaired separation of ParB-*parS1-4* complexes was responsible for the negative effect of ParB variants (compare to Fig. 1D).

**FIG 2:**
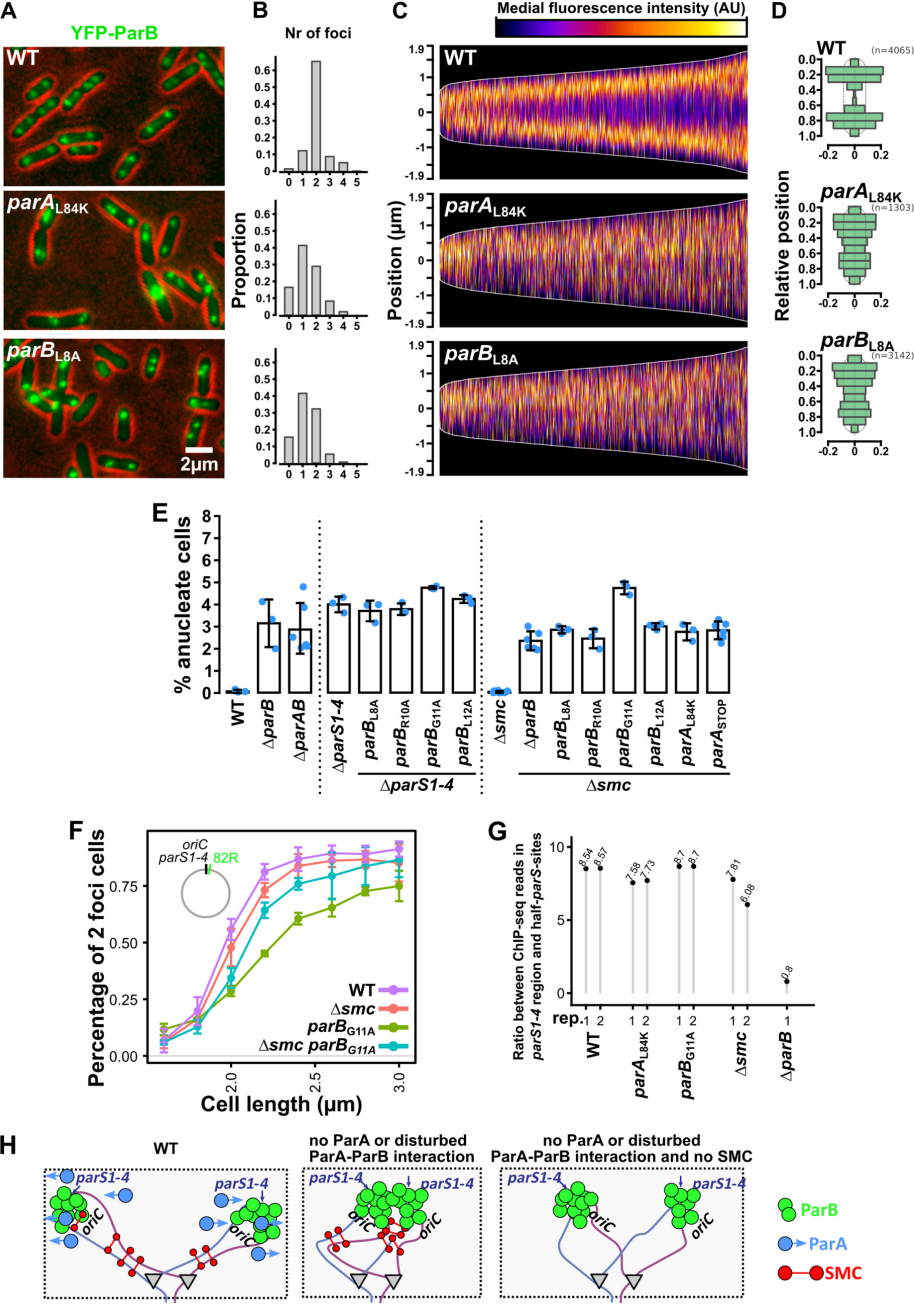
Interaction of ParB with ParA is required for rapid separation of ParB-*ori* complexes, preventing chromosome cohesion by SMC. Strains carrying *tac*p-*yfp-parB* fusions on plasmids were grown without IPTG induction in L broth at 37°C until logarithmic phase of growth (OD_600_ of 0.5), and cells were analyzed using fluorescence microscopy. (A) Representative microscope images showing cellular localization of YFP-ParB in wild type and mutants producing ParA L84K or ParB L8A. Contrast was enhanced and cell contour was false-colored in red. (B) Distribution of the number of YFP-ParB foci per cell in the analyzed strains. Foci were detected in fluorescence images using MicrobeJ with the same criteria for all strains. The differences between mutant strains and WT are significant (Chi-squared goodness of fit test, *P < *1 × 10^−5^). (C) Distribution of YFP-ParB fluorescence along the long axis of the cells. Profiles of YFP-ParB fluorescence of individual cells were sorted based on cell length, and oriented in a way in which the top (first pole) represents the cell half with higher mean fluorescence signal. (D) Relative position of YFP-ParB foci analyzed in two foci-containing cells. Each cell was split in 10 bins along the long axis, and the histogram was mirrored. (E) Percentage of anucleate cells in exponentially growing cultures (OD_600_ ~0.5) of the indicated strains. Data represent mean ± SD, and blue dots represent the individual measurements. At least 2,000 cells were analyzed for each repeat. (F) Analysis of *ori* region separation in the indicated strains. Cells harboring *parS*_P1_ located at position 82R (82 kb on the right chromosome arm) and expressing ParB_P1_-GFP were grown in M9 medium with glucose at 37°C (conditions of slow division) and analyzed by fluorescence microscopy. Data represent percentage of two ParB_P1_-GFP foci cells according to cell size. At least 3,000 cells were analyzed for each repeat, and data represent mean ± SD for three cultures. (G) Impact of interaction of ParA and SMC presence on the extent of ParB spreading. ChIP-seq analysis was performed using anti-ParB antibodies and indicated strains. Sequencing reads were mapped to the PAO1161 reference genome. Data represent the ratio between the number of reads mapping to the *parS1*-*4 *± 15 kbp region and to other ParB ChIP-seq peaks (encompassing half-*parS* sequences as previously demonstrated [39]) for individual ChIP-seq replicates. (H) Model explaining the deleterious impact of SMC in strains with no ParA or disturbed ParB-ParA interactions. In WT cells, rapid separation of newly replicated regions with *oriC* prevents SMC-mediated clamping of sister chromosomes. Apparently, other mechanisms must be involved in separating ParB-*parS* complexes (and *ori* regions), in the absence of ParA (or when the interactions between ParB and ParA are disturbed) and when SMC is not present.

In other organisms, ParB-*parS* complexes were shown to recruit SMC, and remarkably, an asymmetry of SMC recruitment was observed recently between the two *Pae* daughter chromosomes, suggesting presence of a mechanism controlling the process of its loading on newly replicated origins (47). The detrimental effect of ParA absence or disruption of ParB-ParA interactions was largely absent in the Δ*smc* mutant, implicating that SMC could enhance adhesion of unseparated ParB-*parS* complexes (Fig. 2E). Identical observation was made when cells were grown in the defined minimal medium, slowing down the growth rate (Fig. S4). The absence of SMC did not affect ParB level (Fig. S2) and significantly restored the separation of *ori* domains in cells producing ParB G11A variant as visualized by tagging the *ori* region with an orthogonal P1 ParB-*parS* system (Fig. 2F). This suggests that in the strains lacking SMC and ParA, ParB complexes could be segregated by other mechanism(s). Finally, to analyze the impact of ParB-ParA interactions and SMC on ParB binding to the chromosome, including the extent of ParB spreading around *parS*s, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) in WT, *parB*_G11A_, *parA*_L84K_, and Δ*smc* strains. We calculated the ratio between the number of ChIP-seq reads in the region ±15 kb around the *parS1*-*4* cluster versus the number of reads mapping to sites encompassing half-*parS*s, specifically bound by *Pae* ParB (39). The use of ParB binding to the half-*parS*s, at which ParB is thought not to spread from, constitutes an internal control for each ChIP sample. Large nucleoprotein complexes formed by ParB around *oriC* were observed in all analyzed mutants, in agreement with the fluorescence microscopy analyses. Concomitantly, there was no significant effect of disrupted ParB–ParA interactions (ParB G11A or ParA L84K) or SMC presence on the ratio, suggesting no major impact of these factors on the ability of ParB to remain bound to the DNA within the complex around *parS1-4* (Fig. 2G). Overall, this suggests that ParB interactions with ParA mediated by a conserved motif at the ParB N terminus are required only for rapid partition of newly replicated *ori* regions, which prevents their cohesion by SMC (Fig. 2H).

### Identification of novel ParB-interacting proteins in P. aeruginosa.

The complex phenotype of cells lacking the partitioning proteins in P. aeruginosa suggested their regulatory character (33, 34, 37, 38) and prompted the analysis of the ParB protein interaction network beyond ParA. The candidate ParB-interacting proteins were identified using three screening methods: (i) coimmunoprecipitation (CoIP) with the use of antibodies targeting ParB followed by identification of associated proteins by mass spectrometry; (ii) using ParB as a bait in the bacterial two hybrid screening of the *Pae* genomic library; and (iii) analysis of ParB interactions with proteins showing sequence similarity to ParA (Fig. 3A).

**FIG 3:**
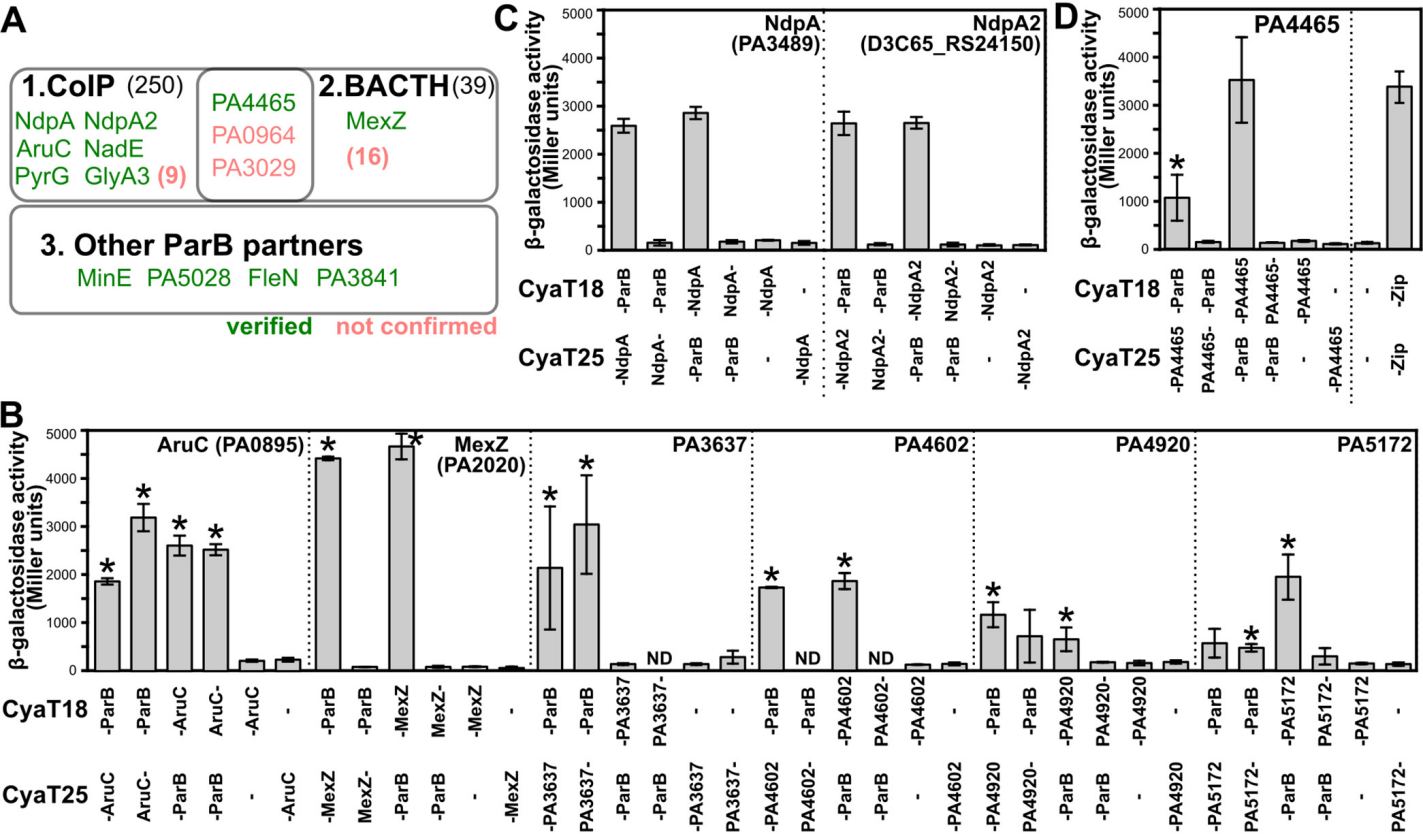
Identification of novel ParB-interacting proteins in P. aeruginosa. (A) An overview of the outcome of three approaches used in this study for identification of ParB partners. Colors indicate the proteins for which the interactions were or were not confirmed in the BACTH system using full-length proteins. (B to D) BACTH analysis of the interactions between ParB and indicated proteins. E. coli BTH101 *cya*- transformants expressing the indicated proteins fused to CyaT18 or CyaT25 (dash indicates the junction) were used to inoculate cultures to perform β-galactosidase activity assays. Data represent mean activity from at least five cultures ± standard deviations (SD). *, *P < *0.05 (as determined by one-tailed Student's *t* test relative to corresponding control cultures—strains with only one fusion protein).

The CoIP analysis performed with the use of anti-FLAG antibodies and extracts from PAO1161 cells producing FLAG-ParB, showed 250 candidates among which 40 proteins were found exclusively in one or more CoIP samples and not in controls (Table S1). These encompassed SMC (PA1527) and its partner ScpB (PA3197). The remaining 210 candidate proteins were also detected in the corresponding control samples, although with significantly lower scores. These were kept in the analysis as this group encompassed ParA and ParB itself (Table S1). Among them, multiple transcriptional regulators were found, proteins involved in the genome integrity and topology maintenance (e.g., UvrD, GyrA, GyrB, ParC, and ParE), nucleoid associated proteins (NAPs) (e.g., HupB, PA1533, and NdpA [PA3849]), as well as proteases ClpP, ClpP2, Lon, and various enzymes (Table S1).

Verification of the interactions between ParB and selected candidate partners, identified in the CoIP by BACTH, confirmed several enzymes as ParB partners (Fig. 3B). These included AruC (PA0895), a part of the catabolic arginine succinyltransferase pathway (48), as well as *Pae* CTP-synthase PA3637 (PyrG), and others (Table 1, Fig. 3B). While it is tempting to speculate that ParB complexes are involved in control of subcellular localization of metabolic activities, further studies with individual proteins are required to address this relation. An intriguing candidate partner of ParB, identified by CoIP and confirmed by BACTH (Fig. 3C), was NdpA/Yejk (PA3849) protein, representing a poorly characterized class of nucleoid associated proteins (49, 50). Interactions with ParB were also observed for the paralogous NpdA2 protein (Fig. S5A, Fig. 3C). NdpA2 is encoded within PAPI-1 family integrative conjugative elements present in genomes of strains like PA14 or PAO1161 but not in PAO1. Analysis of strains lacking *ndpA*, *ndpA2*, both genes, or the strain overproducing NdpA did not show defects in growth or elevated amount of anucleate cells, suggesting that under conditions tested, NdpA proteins may have a function unrelated to chromosome segregation (Fig. S5B, C).

A genome-wide BACTH-based screening was also performed with the use of the vector encoding CyaT25-ParB as a bait and the *Pae* genomic library cloned into the compatible plasmid, allowing fusion of random fragments to CyaT18 (51), which resulted in 37 candidate proteins (Table S2). These encompassed various N-terminal truncations of ParB protein, validating the approach, as the genomic library construction protocol allowed mostly C-terminal regions of prey proteins to be fused with CyaT18, and the C-terminal domain of ParB mediates protein dimerization (52). A large fraction (24%) of these were the known or putative transcriptional regulators. For most of the partners identified by BACTH screening, the interactions could not be confirmed when full-length candidate proteins were used in the BACTH assays (Table S2), with the exception of MexZ (PA2020), TetR family transcriptional regulator being the repressor of multidrug efflux pump gene *mexXY* in *Pae* (53) (Fig. 3B).

Three proteins were identified in both CoIP and BACTH screenings: molybdopterin biosynthetic protein B2 (MoaB2, PA3029), PqsR-mediated PQS regulator PmpR (PA0964), as well as PA4465, but only for the PA4465 or the last one the interactions between ParB and full-length protein were observed with BACTH (Fig. 3D). The sequence of the *Pae* PAO1 PA4465 protein shows 50% identity (99% coverage) to E. coli K-12 RNase adapter protein RapZ (UniProt, P0A894) and 36% identity (99% coverage) with B. subtilis YvcJ (UniProt, O06973), two proteins that were previously shown to display ATPase and GTPase activities ([Bibr B54][Bibr B55] 56). This suggested that a protein with an NTPase activity, other than ParA, may interact with ParB in *Pae*.

Finally, in the targeted approach, we used BACTH to probe ParB interactions with proteins showing sequence homology to ParA (Fig. 4A). These encompassed PA3244, encoding a homolog of E. coli MinD protein, a component of the *Pae* MinCDE system (57). The construction and analysis of *Pae min* mutants confirmed the predicted function of these genes since their deletions resulted in the extreme cell elongation and presence of minicells (Fig. 4B, C). The systematic analysis of interactions between the Min and Par proteins system revealed self-interactions of MinC, MinD, and MinE and the interactions between MinD-MinC and MinD-MinE, but no interactions between MinC and MinE, similarly as for E. coli homologs (58). Despite the ParA and MinD similarities, no interactions with any of the Par proteins were detected (Fig. 4D). Interestingly, MinE interacted with ParB, whereas MinC interacted with ParA (Fig. 4D), suggesting an intricate cross-talk between Par and Min systems in *Pae* (Fig. 4E).

**FIG 4:**
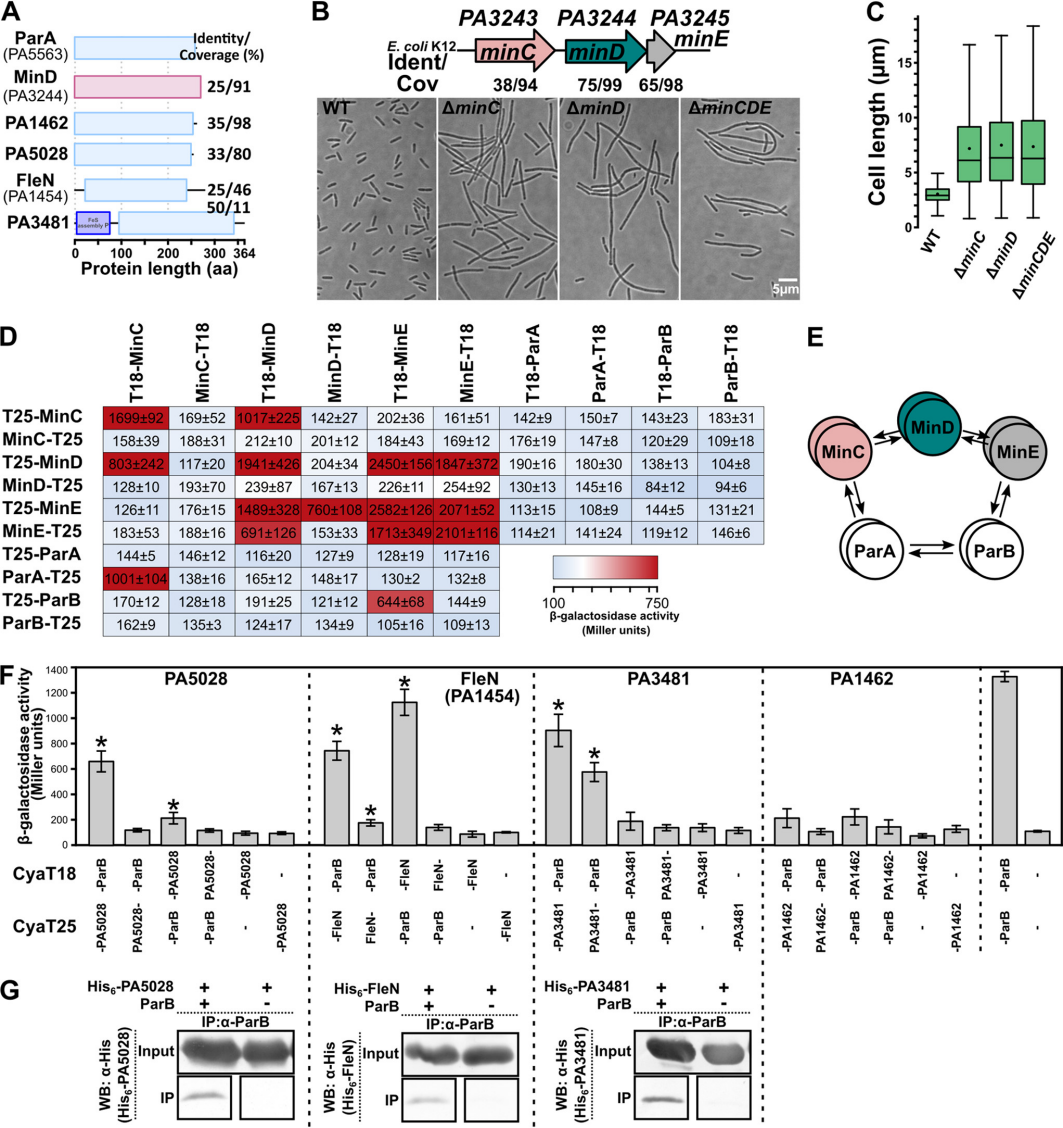
ParB interacts with MinE as well as PA5028, FleN (PA1454), and PA3481—three proteins showing amino acid sequence similarity with ParA. (A) P. aeruginosa PAO1 proteins showing significant sequence identity with ParA. (B) Functional analysis of P. aeruginosa Min system. Numbers indicate amino acid identity with Escherichia coli K-12 proteins MinC (WP_001301105.1), MinD (WP_000101055.1), and MinE (WP_001185665.1). Impact of the lack of *min* genes on morphology of P. aeruginosa cells was analyzed using microscopy. Strains were grown in L broth to OD_600_ of 0.3 and fixed. Representative bright-field images are shown. (C) Cell size distribution for indicated strains. Cells were measured on microscopic images using MicrobeJ (97). (D) BACTH analysis of the MinCDE and ParAB interactions. E. coli BTH101 *cya*- transformants expressing the indicated protein fusions were used to inoculate cultures for β-galactosidase activity measurements. Data represent mean activity from at least three cultures ± standard deviations (SD). Background activity was similar in all experiments (CyaT18/CyaT25, ~130 U), whereas control cells producing fusions CyaT18-Zip and CyaT25-Zip showed activity higher than 2,500 U. (E) Schematic presentation of the interactions between Min and Par proteins in P. aeruginosa. (F) BACTH analysis of the interactions between proteins with sequence similarity to ParA. β-galactosidase activity was analyzed in E. coli BTH101 *cya*- transformants producing the indicated proteins fused to CyaT18 or CyaT25 (dash indicates the junction). Data represent mean values from at least six cultures ± standard deviations (SD). *, *P < *0.05 as determined by one-tailed Student's *t* test relative to corresponding control cultures (strains with only one fusion protein). (G) Analysis of the ParB-partner protein interactions using coimmunoprecipitation. His_6_-tagged proteins were produced in E. coli BL21(DE3) cells together with WT ParB, cross-linked with formaldehyde and subjected to the immunoprecipitation procedure with the use of anti-ParB antibodies. Western blot analysis using anti-His_6_ antibodies was performed on both cell extracts (input) and samples after immunoprecipitation (IP).

Probing ParB interactions with the four other proteins showing sequence homology to ParA (Fig. 4A) revealed three other partners: PA3481, PA5028, and FleN (PA1454) (Fig. 4F). PA3481 is a Mrp/ApbC/NBP35 subfamily putative NTPase, with 48% amino acid sequence identity to E. coli Mrp, possibly involved in metabolism of Fe–S clusters. PA5028 is an uncharacterized orphan P-loop NTPase, and FleN (PA1454) is a regulator of the expression of flagellar genes in *Pae* (59, 60). Importantly, interactions between ParB and these three proteins were also confirmed using CoIP, when corresponding protein pairs were produced in a heterologous host E. coli (Fig. 4G). The fourth ParA homolog, PA1462, was identified as a candidate ParB partner in CoIP analysis (Table S1); however, in the BACTH analysis, the interactions between fusion proteins were not confirmed (Fig. 4F). Overall, these data indicate that at least four proteins with presumed NTPase activity, PA4465, PA3481, PA5028, and FleN, may interact with partitioning protein ParB from *Pae*.

### Significance of newly discovered ParB partners in the cell growth and chromosome segregation.

The newly identified ParB partners, PA4465, PA3481, PA5028, and FleN, do not compete with ParA for ParB binding, as the analysis of their interaction with ParB 1 to 36 and 37 to 290 fragments showed that for all of them, the region of ParB involved in the interactions is different than for ParA (Fig. 5A). To check the significance of these proteins in *Pae* and their cooperation with ParB, we analyzed (i) the impact of lack or excess of these proteins on culture growth and chromosome segregation and (ii) the impact of a partner absence on the other protein cellular distribution. Despite using various approaches, a PAO1161 Δ*PA3481* mutant could not be constructed. Previously, the genes encoding PA3481 orthologs (e.g., PA14_19065) were indeed listed as essential in transposon mutagenesis analysis (61).

**FIG 5:**
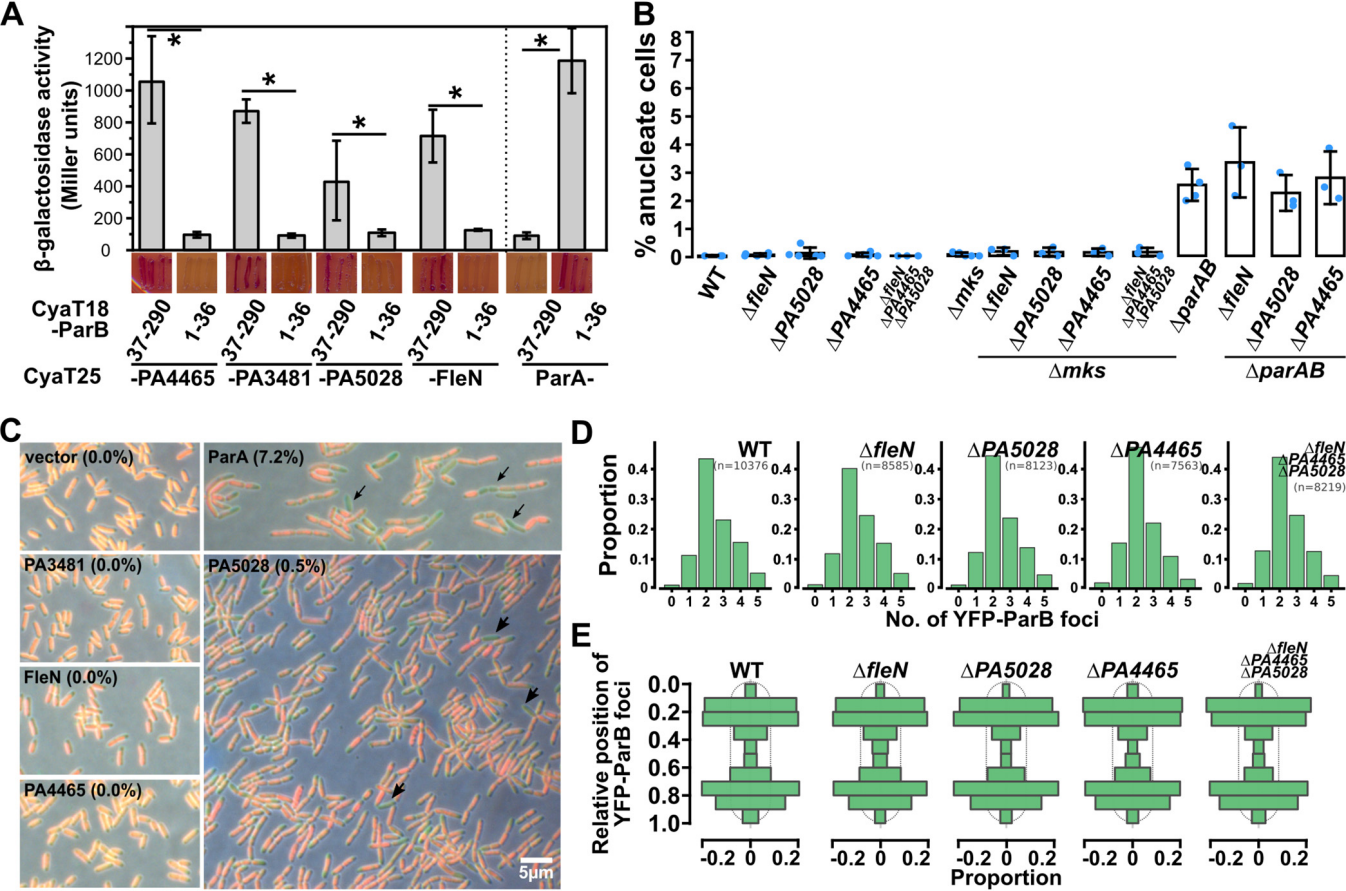
The ParB-interacting putative NTPases do not play a major role in DNA segregation. (A) BACTH analysis of the interactions between two ParB fragments: ParB_37-290_ and ParB_1-36_ and the putative NTPases. E. coli BTH101 *cya*- expressing the indicated fusions were streaked on MacConkey agar, photographed, and used to inoculate cultures to perform β-galactosidase activity assays. Data represent mean values from at least six cultures ± standard deviations (SD). *, *P < *0.05 in two-sided Student's *t* test. (B) Percentage of anucleate cells in exponentially growing cultures (OD_600_ ~0.5) of the indicated strains. Data represent mean ± SD, and blue dots represent the individual measurements (>2,000 cells were analyzed for each culture). (C) Microscopic analysis of DNA content in strains overproducing the indicated proteins. Cells were grown in L broth with 0.1 mM IPTG, inducer of *tac*p, fixed, and stained with propidium iodide (red) and SYTO9 (green). Arrows indicate cells without nucleoid. Numbers in brackets indicate mean anucleate cell content calculated for at least 1,000 cells from three cultures. (D) Distribution of the number of YFP-ParB foci per cell in the analyzed strains. Cells producing YFP-ParB were grown in L broth (OD_600_ of 0.3) at 37°C, fixed, and analyzed by fluorescence microscopy. Foci in each cell were detected using MicrobeJ. Histograms represent combined data for cells from three cultures. (E) Impact of indicated gene deletions on ParB complex localization in the cells. YFP-ParB foci were assigned to one of the 10 cell segments along the long axis. Histograms represent relative YFP-ParB foci position in two foci-containing cells of indicated strains.

The growth analysis of Δ*PA5028*, Δ*fleN*, or Δ*PA4465* mutants showed no differences relative to the parental PAO1161 (WT) strain (Fig. S6A). The absence of these genes did not result in the appearance of anucleate cells in the mutant cultures (Fig. 5B) and did not alter anucleate cell content in populations of strains carrying additional deletion of *parAB* genes (Δ*parAB*, Fig. 5B). The condensin complex MksBEF may support chromosome segregation in the absence of a functional ParAB-*parS* system in the *Pae* (47, 62), hence it was hypothesized that minor defects of the ParAB-*parS* system (caused, e.g., by lack of partner proteins) could be masked by the action of MksBEF. However, deletion of *PA4465*, *PA5028*, *fleN*, or all three of them in PAO1161 Δ*mksBEF* also did not result in the appearance of anucleate cells in cultures (Fig. 5B).

The analysis of the growth of strains overproducing the proteins showed a negative effect of PA5028 and FleN excess on culture growth, whereas no impact was noted in the case of PA3481 and PA4465 (Fig. S6B). Interestingly, the excess of PA5028 frequently resulted in formation of cell chains, cells with guillotined nucleoids (Fig. 5C), and the increase in the number of anucleate cells (up to 0.5%). The absence of any of these proteins, however, did not affect the cellular distribution of ParB complexes as well as the numbers of detectable YFP-ParB foci (Fig. 5D, E). This suggests that analyzed proteins do not play a major role in *Pae* chromosome segregation under the conditions tested. Nevertheless, the observation that PA5028 abundance affects both cell morphology and DNA distribution suggests a role of this protein in the *Pae* cell cycle.

### PA3481, PA5028, and PA4465 display polar localization in P. aeruginosa cells.

To address the impact of ParB on the cellular distribution of ParB partners, fluorescence microscopy analyses were performed. The ParA-CFP fluorescence signal displayed an asymmetric distribution, often showing comet-like profiles along the long axis of the cells in the parental (WT) strain (Fig. 6A). Quantitative analysis of the fluorescence distribution asymmetry, analyzed by calculation of the ratio between mean fluorescence signal in each half of the cell, confirmed asymmetric distribution of ParA-CFP as the signal was more unevenly distributed than in cells with a free fluorescent protein (sfGFP) or not expressing such a protein (control for auto-fluorescence, Fig. 6B). Concomitantly, lack of ParB led to a less smooth ParA-CFP signal, possibly due to ParA association with the nucleoid (Fig. 6A). Reduced asymmetry of ParA-CFP signals in the cells was observed in Δ*parB* as well as in the strain with mutated *parS1*-*4* sequences (Fig. 6B). The strains with disrupted ParA–ParB interactions displayed various degrees of ParA-CFP asymmetry (Fig. 6B). These data confirm that ParB affects the cellular distribution of its cognate ATPase partner, ParA. A similar analysis with the other identified NTPase partners showed that FleN was equally distributed in the cells independent of the terminus to which fluorescent protein was attached (Fig. S6). The other three proteins showed discrete distribution in the cells. YFP-PA3481 could be observed in the majority of the cells as one or two foci at cell poles (Fig. 6C, D), and the number of foci increased with the cell length (Fig. 6E). Identical distribution and foci numbers were observed when the analysis was performed in ParB-deficient cells (Fig. 6F). Similar analysis of YFP-PA5028 showed that for this protein the signal is mostly diffused in the cells; however, also 1 to 4 discrete foci could be observed (Fig. 6G, H). These were mainly localized at cell poles, but foci at midcell were also observed (Fig. 6I). The foci number and positioning were independent of ParB (Fig. 6H, I). Finally, sfGFP-PA4465 foci were also observed in ~7% of cells, and they were located at cell poles (Fig. 6J, K, L), and such distribution was not dependent on ParB. Overall, this indicates that at least three putative NTPases interacting with *Pae* ParB may be located at the cell poles.

**FIG 6:**
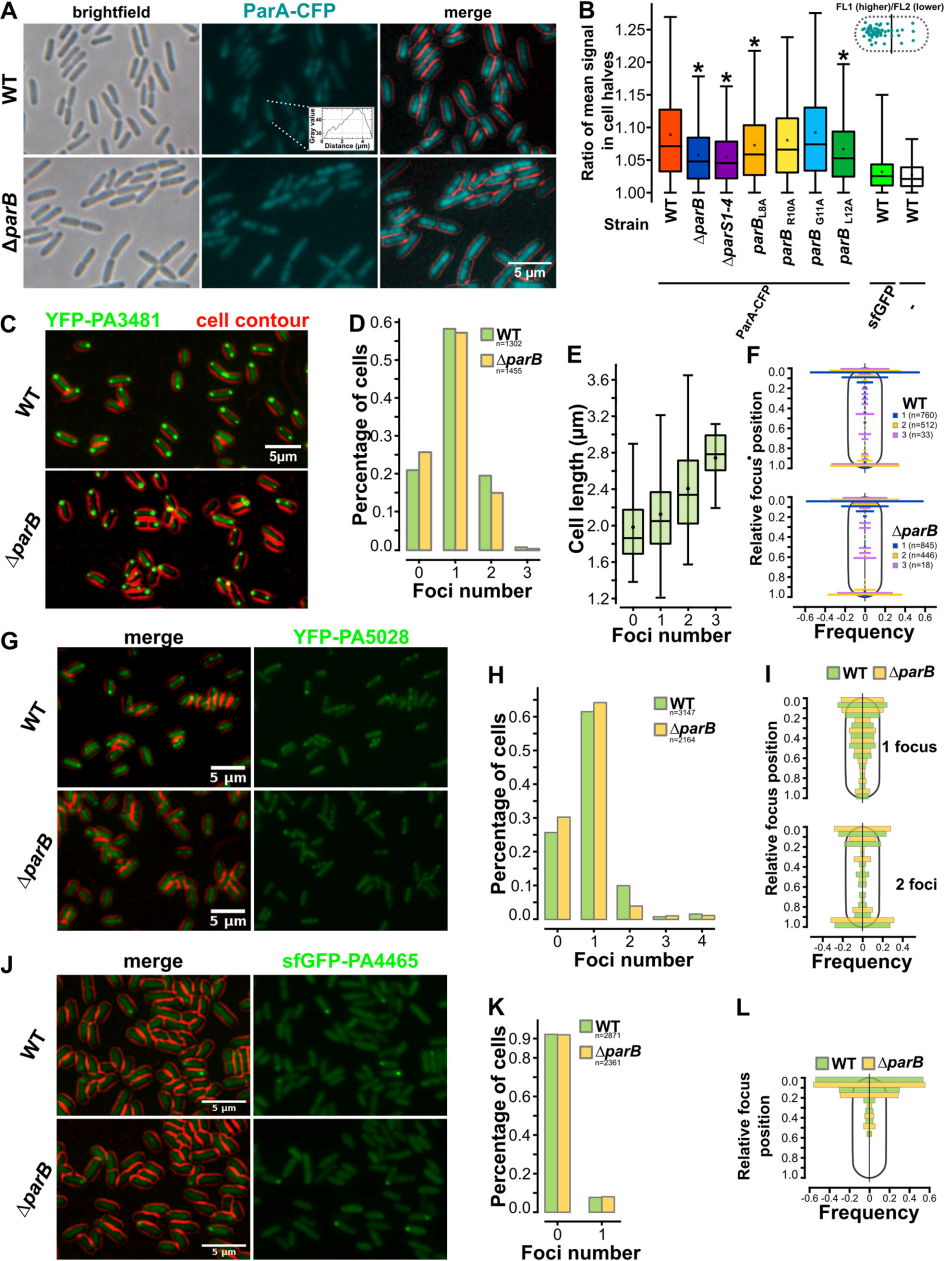
Lack of ParB influences the cellular distribution of ParA but not PA4465, PA3481, or PA5028. (A) Cellular distribution of ParA-CFP in WT and Δ*parB* P. aeruginosa strains. Inset represents fluorescence signal intensity profile for the indicated cell. Cell contour was false-colored in red. (B) Analysis of the fluorescence asymmetry in various P. aeruginosa strains expressing the indicated fluorescent fusion proteins or sfGFP alone. Following image acquisition, the cell edges were detected using bright-field images, and fluorescence signals were quantified on the corresponding fluorescence images. The cell was split in half (transverse plane), and the fluorescence in each half was calculated. Data represent the distribution of the ratio between the higher and lower signal of each cell half. * indicates a significant difference (*P* < 0.001) in the Mann-Whitney U Test relative to WT. Fluorescence microscopy analysis of WT and Δ*parB* strains producing fluorescent protein fusions (exponentially growing in L broth with 0.01 mM IPTG at 37°C). Fluorescence microscopy images showing cellular distribution of (C) YFP-PA3481, (G) YFP-PA5028, and (J) sfGFP-PA4465 in PAO1161 (WT) and Δ*parB* cells. Distribution of the number of (D) YFP-PA3481, (H) YFP-PA5028, and (K) sfGFP-PA4465 foci per cell in WT and Δ*parB* strains. (E) Relation between YFP-PA3481 foci number and cell length. Analysis of the impact of ParB deficiency on cellular position of (F) YFP-PA3481, (I) YFP-PA5028, and (L) sfGFP-PA4465 foci. Histograms represent relative foci position in the cells with indicated number of foci. Foci in each cell were detected using MicrobeJ and assigned to one of the 10 cell segments along the long axis of the cells.

## DISCUSSION

In this work. we have identified putative proteins interacting with partitioning protein ParB in P. aeruginosa. In this bacterium, both ParB and the cognate ATPase ParA are required for chromosome segregation (33, 34, 45, 63, 64); however, the molecular basis of the interactions between the two proteins in this species was not clear. Here, we showed that mutations L8A, R10A, G11A, or L12A in the conserved motif at the N terminus of ParB disrupted the interactions with ParA and disorganized the chromosome segregation process (Fig. 1), which is in agreement with studies in other organisms showing the docking site for ParA molecules in the N-terminal region of ParB (16, 65). The intracellular mobility of the ParAB-*ori* complex is thought to be driven by a processive interaction between ParA and ParB proteins, and in plasmidic class Ia partitioning systems, cognate ParB enhances ParA ATPase activity (16, [Bibr B65][Bibr B66] 70). For Soj (ParA) from Thermus thermophilus, its ATPase activity is stimulated by Spo0J (ParB) as well as its N-terminal 20 amino-acid region, and R10A mutation abrogates the increase of ATPase activity (16). Similarly, mutations in K3 and K7 of Spo0J (ParB) from B. subtilis abolish the potentiation of Soj (ParA) activity (71). The ParA-interacting motif is connected to the rest of the ParB protein by a flexible linker facilitating “fly-fishing” for ParA molecules (41). The data presented here show that these features are likely to be conserved in *Pae* ParB. The nucleoprotein complexes are still formed by ParB in the absence of ParA or when the ParB–ParA interactions are disrupted (Fig. 2A to D), and the ChIP-seq analysis indicated no major effect of ParA on the ParB binding to DNA and range of spreading around the *parS1*-*4* cluster (Fig. 2G). The main factor affecting the size of ParB partition complexes appears to be the CTPase activity of ParB (7, 41, 72, 73), and our data suggest that ParA may not affect this activity of ParB and is therefore only required for positioning of the complexes.

The involvement of ParB-*ori* interactions in SMC recruitment is well established (19, 22, 62), and in our wide search for ParB partners, SMC and its partner ScpB were found in the CoIP-based screening. Recently, an asymmetry of SMC recruitment was observed between the two daughter chromosomes of *Pae*, suggesting a mechanism limiting the process of SMC loading initially to only one newly replicated origin (47). Here, we observed that the presence of SMC in the cells with unseparated ParB complexes is detrimental for the cells, possibly due to the cohesion of the newly replicated origins (Fig. 2H). The extent of the negative effect varied depending on the ParB mutant used, and this effect could simply be a result of the extent of defect in ParA–ParB interactions. Another possibility is, however, a differential impact of mutations in the N-terminal part of ParB on an additional role of the ParA protein (e.g., in the regulation of SMC dynamics) (74). Thus, this indicates that rapid ParAB-driven *oriC* segregation, and a delay in the loading of SMC on one of the replicated origins, works in concert to prevent SMC-mediated cohesion of the newly replicated chromosomes.

The screenings used in this work uncovered numerous novel proteins interacting with ParB (Table 1). Those encompass metabolic proteins AruC (PA0895), an N2-succinylornithine 5-aminotransferase (48), GlyA3 (PA4602), NadE (PA4920), and ArcB (PA5172) (Fig. 3B). Moreover, interactions were observed with PyrG (PA3637) encoding a CTP synthetase (75). Since CTP binding and hydrolysis were recently shown to be crucial for ParB functions (7, 42, 72, 76, 77), it is tempting to speculate about a functional relevance of such interactions. Our analysis also demonstrated ParB interactions with NdpA and its paralogue NdpA2 (Fig. 3C). NdpA proteins are encoded in the majority of bacterial chromosomes and on mobile genetic elements, including integrative and conjugative elements ([Bibr B78][Bibr B79] 80). NdpA2 encoded on PAPI-1 acts in synergy with a local regulator TprA, removing a repressive mechanism exerted by the MvaT (H-NS) protein to stimulate conjugative transport of the element (78). A recent report indicated that E. coli YejK (NdpA homolog) interacts with both DNA gyrase and topoisomerase IV and influences their activities (50). Interestingly, both gyrase subunits, GyrB (PA0004) and GyrA (PA3168), as well as topoisomerase IV subunits ParE (PA4967) and ParC (PA4964), were among candidate ParB partners identified in Co-IP analysis (Table S1). Thus, its plausible that NdpA might be cooperating with these proteins to resolve topological problems following *oriC* replication, as suggested for topoisomerase I from Streptomyces coelicolor (81). Further studies should identify the partners of NdpA as well as *npdA* genetic interactions, as it is plausible that its biological role might be redundant with other nucleoid associated proteins.

**TABLE 1:** Novel ParB partners analyzed in this work. The screening was based on coimmunoprecipitation (Table S1), screening of ParB-interacting proteins using P. aeruginosa genomic library in bacterial two-hybrid vector (Table S2), as well as the targeted approach (Fig. 4A)

PAO1 ID	Protein	Product	Identified using:
PA0895	AruC	N2-succinylornithine 5-aminotransferase (SOAT)	CoIP
PA3637	PyrG	CTP synthetase	CoIP
PA3849^*a*^ D3C65_24125	NdpA/Yejk NdpA2	Nucleoid-associated protein	CoIP
PA4602	GlyA3	Serine hydroxymethyltransferase	CoIP
PA4920	NadE	NH3-dependent NAD synthetase	CoIP
PA5172	ArcB	Ornithine carbamoyltransferase	CoIP
PA2020	MexZ	TetR family transcriptional regulator	BACTH
PA4465	YhbJ/RapZ	P-loop containing protein	CoIP, BACTH
PA3481	Mrp	Conserved hypothetical protein	Targeted
PA5028		Conserved hypothetical protein	Targeted
PA1464	FleN	Flagellar synthesis regulator	Targeted
PA3245	MinE	Cell division topological specificity factor	Targeted

a PAO1161 genome additionally encodes NdpA2 protein, which also interacts with ParB (Fig. 3C).

During this work, the interplay between the Min system and Par proteins of *Pae* has been discovered. The interactions between these two pattern-forming protein systems are intriguing since one provides the spatiotemporal mechanisms of positioning the division machinery, and the other drives the chromosome positioning in the cells. Significantly, ParAB proteins interact with various components of the MinCDE machinery, ParB interacts with MinE, and MinC is a partner of ParA. *Pae* MinCD proteins organize into filaments at the membranes apart from the midcell, and they may form the scaffold for other proteins to bind there (82). Interactions with Min proteins may facilitate positioning of ParB-*ori* complexes in the cells and/or coordinate the cell division process with chromosome segregation (3).

ParA and/or ParB interactions with a hub-like protein in Gram-positive bacteria called DivIVA/Wag31, equivalent to MinE, have been reported in several strains (3). What is more, in S. coelicolor, ParA interacts with the coiled-coil protein Scy, an element of the tip-organizing complex also encompassing DivIVA to anchor the segrosome at the tips (83). Similarly, in Myxococcus xanthus, ParA binds to ParB-like protein PadC, which is required for recruitment of inactive ParA molecules to the cell pole-associated bactofilin cytoskeleton (84). In Vibrio cholerae, ParAI, involved in segregation of chromosome I, binds with the polar localized protein HubP (85). In C. crescentus, the pole-organizing protein Z (PopZ) is thought to assemble a porous homo-polymeric matrix that captures the ParB-*parS* complex at cell poles via interactions with ParA and ParB (25, [Bibr B86][Bibr B87] 90). Thus, a great range of mechanisms is utilized by different bacteria to anchor ParB-*parS* complexes, and the proteins identified in this study might be a part of such a system in *Pae*.

The screening of the BACTH library and Co-IP pinpointed various ParB partners with NTPase activities. The PA3481, PA4465, and PA5028 displayed enhanced polar localization in fluorescence microscopy analysis (Fig. 6). Interestingly, PA3481, with similarity to the Mrp/ApbC/NBP35 subfamily of proteins involved in metabolism of Fe–S clusters (91), displayed a clear polar localization in almost all cells (Fig. 6C). Previous analyses with Desulfovibrio vulgaris Mrp_ORP_ also showed that this protein localized to one or two poles (54, 92). The PA4465 homolog in B. subtilis, YvcJ, was shown to be involved in competence regulation (55, 56). YvcJ can be localized in the cell in a helical pattern or as foci close to the poles depending on the stage of growth (56). The third NTPase with a polar localization, PA5028 has not been thoroughly characterized; however, PA5028 mutants were found in PCR-based signature-tagged mutagenesis of mutants showing limited invasiveness (93). The identification of polar proteins as ParB partners suggests that akin to other bacteria, *Pae* ParB complexes might be anchored at specific polar positions in cell halves. Since the analysis excluded the individual roles of PA4465 and PA5028 in ParB-*ori* localization, they may be achieved by multiple overlapping mechanisms in *Pae*. Other approaches will be used to lower the expression of essential PA3481 protein to elucidate its role in this process. Another plausible explanation for the relevance of detected interactions is that ParB influences the NTPases activity of the partners, akin to ParA, and this activation is beneficial if happening at a particular compartment or moment of the cell cycle. Our data indicate that the above-mentioned ATPases might not directly compete with ParA for ParB binding, as their binding does not involve the motif at the N terminus; nevertheless, we might not rule out the impact of protein partners on, e.g., ParB-ParA interactions, DNA binding by ParB, or CTP processing.

Overall, this study pointed out the possible involvement of partitioning the ParB protein of *Pae* in the cell cycle by interacting with the proteins controlling the cell division and possibly spatial organization of the cells. It also demonstrated ParB’s role in the metabolic activity of the cells through direct interactions with the various enzymes, but also the proteins that sculpture bacterial chromosome and influence its topology. Further studies should shed light on the molecular basis and significance of interactions with individual partners.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

Strains, plasmids, and oligonucleotides used and constructed in this study are described in Tables S4 to S8. P. aeruginosa strains were grown at 37°C or 28°C, in L broth (LB; 1% bactotrypton, 0.5% yeast extract, 0.5% NaCl), supplemented with antibiotics when necessary: 75 μg mL^−1^ chloramphenicol, carbenicillin at 300 μg mL^−1^, rifampicin at 300 μg mL^−1^, or M9 medium (94) supplemented with 100 μg mL^−1^ leucine and 0.25% citrate or 0.5% glucose. IPTG (isopropyl-β-D-thiogalactopyranoside) at indicated concentrations was used for *tac*p induction. Allele exchange in the P. aeruginosa chromosome was conducted with the use of suicide vector pAKE600 (95) as described in the supplemental material.

### Protein–protein interactions analyses.

The bacterial two-hybrid system, based on the reconstitution of Bordetella pertussis adenylate cyclase (CyaA), was used (51). E. coli BTH101 *cya*- were transformed with pairs of complementary vectors containing *cyaT18* and *cyaT25* fragments fused with indicated genes (fragments). Transformants were selected on McConkey agar base (BD, 281810) supplemented with 1% maltose, appropriate antibiotics, and 0.15 mM IPTG. After 3 days at 28°C, random colonies were restreaked to a fresh plate, incubated for 2 days, photographed, and used to inoculate cultures (LB with antibiotics, 0.15 mM IPTG) grown overnight at 28°C before performing β-galactosidase activity assays (96). A library containing random genomic DNA fragments of PAO1161 fused to the C-terminal part of CyaT18 was prepared by fragmentation of PAO1161 genomic DNA by nebulization, blunting of DNA with a mixture of T4 DNA polymerase and Klenow fragment, and ligation with SmaI digested pUT18C (51). The library consists of plasmids from around 250,000 colonies, with 40% of colonies containing an insert and an average insert size of 800 bp, which overall yields a 10× coverage of the genome. Identification of ParB partners using BACTH was performed by transformation of the library into E. coli BTH101 cells expressing CyaT25-ParB. Cells were plated on MacConkey medium and incubated at 28°C for 4 days, and red colonies were restreaked. Following plasmid isolation and retransformation, inserts of colonies showing red appearance on MacConkey plates were sequenced (Table S2).

To identify ParB partners with coimmunoprecipitation, *Pae* strain with *flag*-*parB* was used along with WT control strain. Exponentially growing cells (OD_600_ ~0.8) were suspended in lysis buffer (10 mM Tris-HCl, pH = 8.0, 20% sucrose, 40 mM EDTA, 0.5 mg mL^−1^ lysozyme) and incubated 30 min on ice. Subsequently, 1 volume of 2× IP buffer (1.5 M Tris, pH = 7.0, 0.3 M NaCl, 0.2% Triton X-100) was added along with PMSF (phenylmethylsulfonyl fluoride; final concentration 1 mM) and protease inhibitor cocktail (P8465, Sigma, diluted 100×), and cells were disrupted by sonication. Clarified lysates were incubated with Dynabeads (14311D, Thermo) coupled with anti-FLAG antibodies (MA1-91878, Thermo) and washed with 1× IP buffer, and proteins were eluted from the beads by sequential vortexing for 5 min at 22°C after addition of 0.1 M Glycine (pH 3.5). pH of the samples was neutralized, and proteins in fractions with highest content of FLAG-ParB (as judged by Western blotting), and corresponding control samples, were identified by mass spectrometry analysis (Mass Spectrometry Laboratory IBB PAS). Data were analyzed using MascotScan software (Matrix Science, Inc., USA). Analyses of ParB interactions with partners upon their expression in a heterologous host with the use of coimmunoprecipitation were conducted as described previously for the analysis of ParB–ParA interactions (36). E. coli BL21 cells transformed with pABB1.2 and pET28a derivatives encoding ParB and partners, respectively, were used. Samples were subjected to Western Blot analysis with use of anti-His_6_ antibodies.

### Fluorescence microscopy and image analysis.

Cells expressing fluorescent protein fusions were cultured and fixed by addition of 1 volume of 2.8% formaldehyde, 0.04% glutaraldehyde. For DNA staining, cells were harvested and fixed in formaldehyde, followed by fixation in EtOH, overnight incubation in solution containing RNase, and staining with propidium iodide/SYTO9 mixture. Fluorescence microscopy images were captured using a Zeiss Imager M2 and analyzed using ImageJ and MicrobeJ (97). Detailed microscopy protocols and description of image quantification are included in the supplemental material.

### Chromatin immunoprecipitation and sequencing (ChIP-seq).

ChIP-seq analysis was performed essentially as described before (39). Polyclonal antibodies against ParB and cells growing exponentially in LB medium (OD_600_ 0.4 to 0.5) were used. Reads quality controlled using fastp (98) were mapped to the P. aeruginosa PAO1161 genome (accession number CP032126 [80]) using Bowtie (v.2.3.4.3 [99]). The presented data represent the ratio between the number of reads mapping to the *parS1*-*4 *± 15 kbp region and reads mapping to regions encompassing half-*parS* sequences, defined as range of peaks called for combined WT replicates using MACS2 v.2.1.2 (100) with fold enrichment of >3 (Table S3 in the supplemental material). Remaining parts of the genome were used to calculate the theoretical coverage background, which was subtracted from both values, before calculating the ratio. The read coverage of half-*parS* containing regions provides an internal control for each sample, correcting for unequal ChIP efficiency. Calculation of the number of reads mapping to indicated genome parts in ChIP samples was done using the plotEnrichement function from deeptools (v.3.3.0 [101]).

### Data availability.

 Raw sequencing data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE213881.

## Supplementary Material

Reviewer comments

# Supplementary material for: Diverse Partners of the Partitioning ParB Protein in Pseudomonas aeruginosa
**Source:** Microbiol Spectr. 2023 Jan 9;11(1):e04289-22. doi: 10.1128/spectrum.04289-22
**Supplement:** Supplemental file 4 — Supplemental material. Download spectrum.04289-22-s0004.pdf, PDF file, 2.6 MB

SUPPLEMENTARY MATERIAL

Diverse partners of the partitioning ParB protein in *Pseudomonas aeruginosa*

Adam Kawalek, Krzysztof Glabski, Aneta Agnieszka Bartosik, Dominika Wozniak, Magdalena Kusiak, Jan Gawor, Karolina Zuchniewicz, Grazyna Jagura-Burdzy

SUPPLEMENTARY MATERIALS AND METHODS

Construction of *P. aeruginosa* deletion mutants by homologous recombination

The pAKE600 suicide vector (1) was used to prepare alleles of genes of interest (Table S7). Derivatives were transformed into *E. coli* S17-1 strain. The pAKE600 carries *oriT_{RK2}* and may be mobilized into *P. aeruginosa* by RK2 conjugational system inserted into the S17-1 chromosome. The pAKE600, based on the *ori_{MBL}*, is unable to replicate in *P. aeruginosa*, so it can only integrate into chromosome using the region of homology, to confer carbenicillin resistance to the cells. The second crossing-over event may lead to the excision of the integrated plasmid and allele exchange. The overnight cultures of *E. coli* S17-1 strain with pAKE600 derivatives (donor) and *P. aeruginosa* PAO1161 Rif^R (or derivatives) recipient cells were mixed in proportions 1:1 or 2:1 (donor:recipient) and 100 µl of such mixture was transferred on L-agar plate. After overnight incubation at 37°C the bacterial lawn was suspended in 1 ml of sterile L-broth, the suspension was diluted and plated on the L-agar plates with selection (rifampicin and carbenicillin). Integrants were re-streaked on the same selective plate and the integration was verified using colony PCR. The integrants were used to inoculate L-broth with 10% sucrose (w/v), incubated overnight at 28°C to induce excision of pAKE600 carrying *sacB* toxic for the cells under such conditions. Cells were plated on L-agar with 10% sucrose (w/v) and carbenicillin-sensitive strains, grown on such plates, were subjected to PCR to screen for colonies with exchanged allele. Primers used for strain verification were designed to anneal to the regions outside the sequences used as the regions of homology.

Fluorescence microscopy and image analysis

P. aeruginosa strains expressing fluorescent protein fusions were cultured at 37°C in 100 ml flasks sealed with a cotton plug in 20 ml of LB or M9 medium with the appropriate additives, shaken at 200 rpm. Overnight cultures were diluted 1:200 in a fresh medium. When the OD₆₀₀ reached 0.3-0.5, 0.5 ml of the cultures were fixed by addition of 0.5 ml of 2.8% paraformaldehyde, 0.04% glutaraldehyde in PBS (137mM NaCl, 2.7mM KCl, 10mM Na₂HPO₄, 1.8mM K₂HPO₄). The cells were incubated at 4°C for at least 30 min (to overnight), centrifuged (5 min, 2500g) and the pellet was washed with 1x PBS. The pellet was finally resuspended in approximately 10 µl of PBS. The cell suspension was applied to a polylysine coated glass slide and covered with a coverslip. Cells were analyzed using a Zeiss Imager M2 microscope, a 100x 1.30 NA Plan-Neofluar objective, a Zeiss AxioCam MRc5 camera and AxioVision (AxioVs40 V 4.8.2.0, Carl Zeiss MicroImaging) software. CFP signal was visualized with a 436/20 nm bandpass excitation filter, a 455 nm dichroic mirror, and a 480/40-nm bandpass emission filter. SYTO9 and GFP signals were visualized with a 470/40 nm bandpass excitation filter, a 495 nm dichroic mirror, and a 525/50-nm bandpass emission filter. The YFP signal was visualized using a 500/20 nm excitation filter, a 515 nm dichroic mirror and a 535/30 nm bandpass emission filter. The propidium iodide signal was imaged using a 572/25 nm excitation filter, a 590 nm dichroic mirror and a 629/62 nm bandpass emission filter. For YFP-ParB and ParB_{p1}-GFP, a series of images (Z-stacks) were acquired (3-5 images, 0.25 µm distance) and merged (Z-projection) using maximum intensity mode.

The images were analyzed using ImageJ 1.51e (<https://imagej.nih.gov/ij/>). Quantitative fluorescence analysis in individual cells was performed using MicrobeJ 5.13m (<https://www.microbej.com/>) (2). Before preparation of hyperstacks (a combination of a bright-field and fluorescence image), the contrast of bright-field images was enhanced using the following macro:

```
run("16-bit");  
run("Subtract Background...", "rolling=10 light");  
run("Smooth");  
run("Brightness/Contrast...");  
run("Enhance Contrast", "saturated=0.35");  
run("Apply LUT");
```

In bright field images, cell contours were identified using the fit shape option for rod-shaped bacteria with the following parameters: area 0.75-4.5 μm^2 ; length > 0.5 μm ; width (symmetry) > 0.4 μm ; circularity > 0; curvature 0-0.2; sinuosity > 0, angularity 0-0.2; solidity > 0.92. Foci were subsequently detected in the areas of the images limited by the outline of the bacteria in the images containing fluorescence signal using point mode, with a detection tolerance of 10 and foci intensity > 20. However these two last parameters had to be adjusted for each fusion with fluorescent protein and even for each batch of the images. The number of foci and their position along the long axis of the cell were counted for each cell. For the orientation of the cells, the first pole was assumed to be in the half of the cell with the higher fluorescence signal. The distribution of fluorescence in cells was presented in the form of fluorescence profiles (0.2 μm stripes along the long axis of the cell, sorted by cell length). The results of MicrobeJ analyses were exported and modified using Inkscape (<https://inkscape.org/>). For analysis of *ori* region segregation using orthogonal ParB_{P1}-*parS*_{P1} system relation between the proportion of cells with two ParB_{P1}-GFP foci and cell size was determined using a custom R script.

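The *parS*_P1 sequence followed in this assay was inserted between PA0069 and PA0070. In the deposited gene annotation of the PAO1161 chromosome (CP032126), PA0069 ends at position 82174 on the plus strand and PA0070 occupies positions 82404 to 83318 on the minus strand. The insertion site therefore lies between genes, in a gap of 229 bp from 82175 to 82403 whose middle is 82.3 kb from the first base of the sequence. The replication initiator gene *dnaA* (PA0001) starts at position 483, next to the origin. The partition genes *parB* (PA5562, 6374371 to 6375243) and *parA* (PA5563, 6375253 to 6376041) are on the other side of the origin, on the minus strand.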

Analysis of anucleate cell content

Cultures were grown until OD₆₀₀ reached 0.3-0.5 in the indicated medium. Cells were fixed in 5% formaldehyde for 5 min at room temperature (0.5 ml of culture added to 78 μl 37% formaldehyde), pelleted by centrifugation (5 min, 2500x g), resuspended in 200 μl of L broth and 200 μl of 96% ethanol was added. Cells were mixed by inversion, incubated 5 min at room temperature, pelleted (5 min, 2500x g), resuspended in 450 μl of PBS containing 20 $\mu\text{l/ml}$ RNase A (DNase free) and kept at 4°C for 16h. Subsequently, 0.15 μl of 1.67 mM SYTO 9/18.3 mM propidium iodide mix (Live-Dead BacLight Bacterial Viability Kit, Thermo Scientific, ref. L7007) was added, samples were mixed and left for 5 min at room temperature. Cells were concentrated (5 min, 2500x g), and subjected to a microscopy analysis. While SYTO 9 green gave a faint signal with fixed cells, the staining resulted in a very bright signal with live bacteria, which allowed to exclude non-fixed (e.g. contaminating) bacteria in samples. The number of anucleate cells (cells which didn't stain with propidium iodide) was counted manually on each image. The total number of cells on images was counted on bright-field images using the ImageJ macro:

```
run("Subtract Background...", "rolling=20 light");
run("8-bit");
setAutoThreshold("Default");
setOption("BlackBackground", false);
run("Convert to Mask");
run("Watershed");
run("Analyze Particles...", "size=50-Infinity pixel show=Outlines exclude clear summarize");
```

In our hands the difference between the number of cells counted using the macro and counted manually in several images was always lower than 10%. During the image acquisition care was taken to avoid cell clumps.

SUPPLEMENTARY FIGURES:

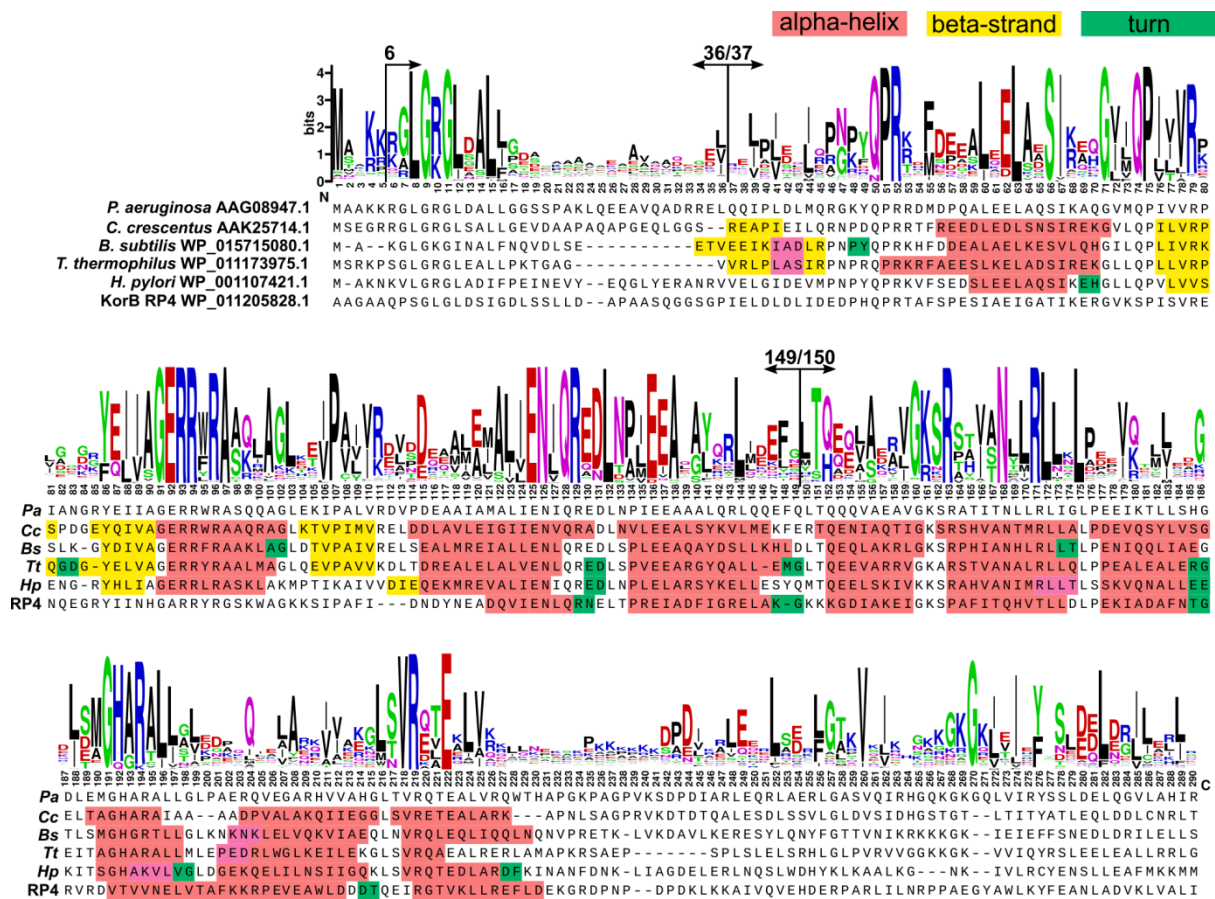

Figure S1 Sequence logo, representing the conservation of *P. aeruginosa* ParB amino acids. Clustered genes encoding proteins with similarity to *P. aeruginosa* ParA and ParB were identified using Multigeneblast (3) in representative and reference bacterial genomes (Refseq database, release 91, total of 1748 genomes) yielding 821 genomes encoding orthologous proteins. MultiGeneBlast results were converted using MGBparser.py (<https://github.com/jrjhealey/MultiGeneBlastParser>) and a custom R script was used to extract ParB's accession numbers. Sequences of ParB's were subsequently aligned with *P. aeruginosa* ParB using MAFFT v7.475 (2020/Nov/23) (4) with the use of '--keeplength' and '--add' options. Logo was subsequently generated using Weblogo (<https://weblogo.berkeley.edu/logo.cgi>). Alignment below represents comparison of *P. aeruginosa* ParB sequence with those for which the structure was solved: *Caulobacter crescentus* (PDB ID: 6T1F, (5)), *Bacillus subtilis* (6SDK, (6)), *Thermus thermophilus* (1VZ0, (7)), *Helicobacter pylori* (4UMK, (8)) as well as KorB protein of the broad-host-range plasmid RP4 (1R71, (9)). Secondary structure elements were highlighted using the indicated colors.

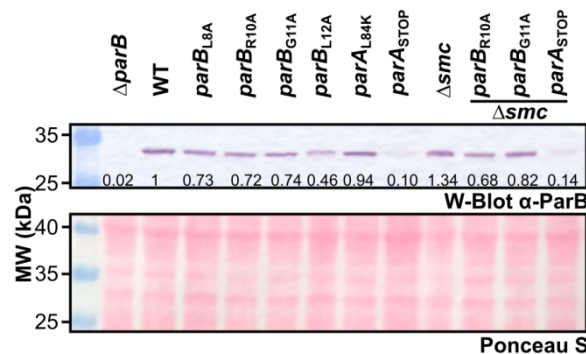

Figure S2 ParB protein levels in the cells of indicated strains. ParB content in cell extracts from exponentially growing cultures was analyzed by Western blotting with polyclonal anti-ParB antibodies. Ponceau S-stained membrane is shown as a loading control. Numbers indicate the relative ParB abundance in strains based on signal quantification on the blots using ImageJ, normalized with the signal of the Ponceau S staining. Experiment was repeated 3 times with the same trends.

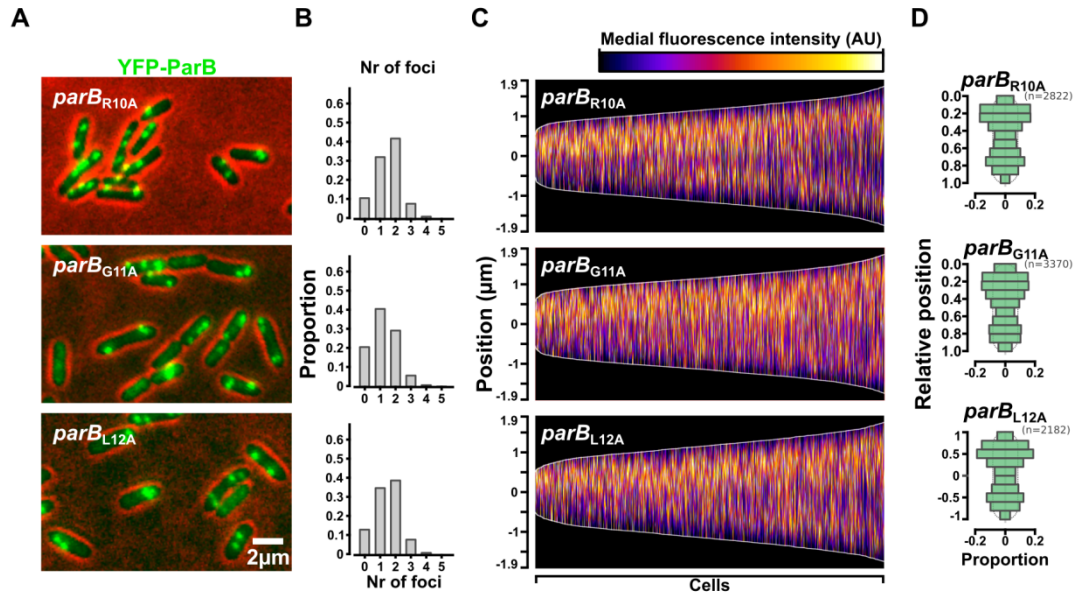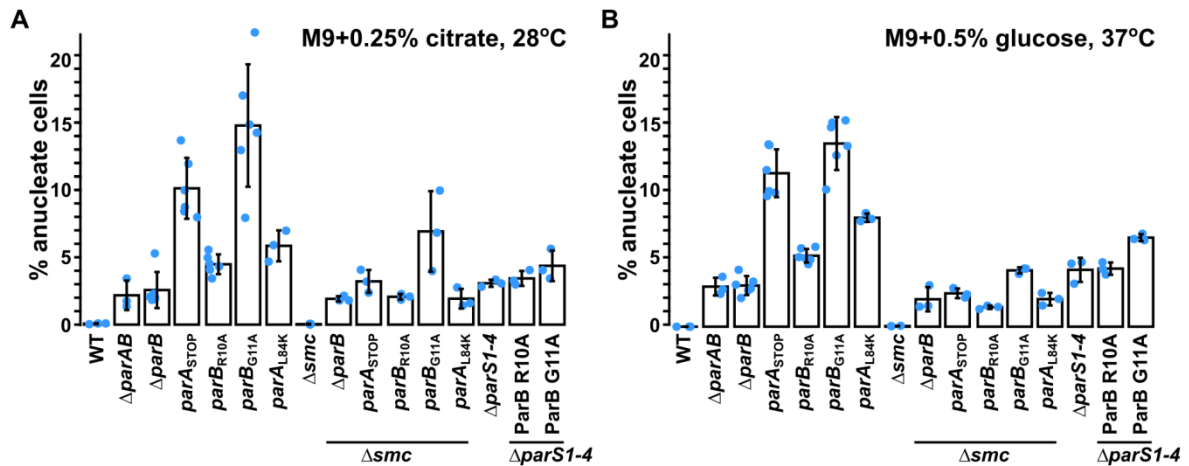

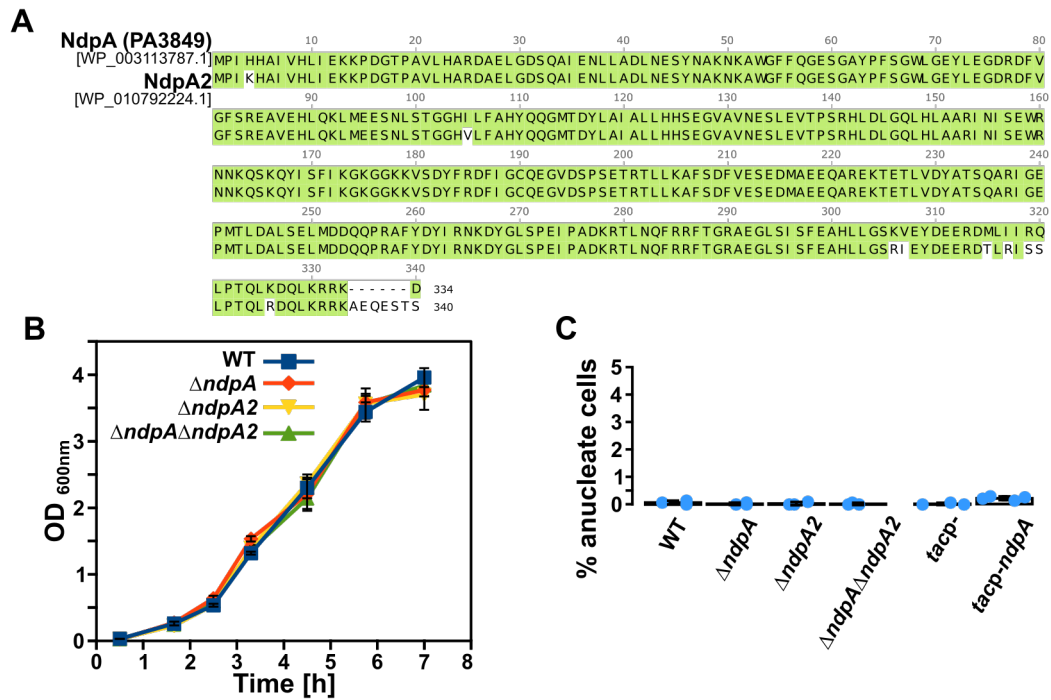

Figure S5 Lack of NdpA proteins does not have a major effect on growth and chromosome segregation in *P. aeruginosa*. (A) Alignment of *P. aeruginosa* PAO1161 NdpA and NdpA2. NdpA2 is encoded on the PAPI-1 family integrative conjugative element ICEPae1161 (10). (B) Growth of the indicated *P. aeruginosa* strains in LB medium. Data represents mean OD₆₀₀ ±SD for 3 replicates. (C) Percentage of anucleate cells in exponentially growing cultures (OD₆₀₀ ~0.5) of indicated strains assessed by microscopic analysis of the DNA presence after propidium iodide staining. 0.2 mM IPTG was used for induction of *tac* promoter in case of strains with vectors. Data represent mean ±SD and blue dots represent the individual measurements. At least 3000 cells were analyzed for each culture.

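In the deposited gene annotation of the PAO1161 chromosome (CP032126), the gene that Table 1 names for NdpA2 (D3C65_24125) lies on the plus strand from 5095492 to 5096514. Fig. 3C and the list of strains call *ndpA2* D3C65_RS24150, in a numbering that the deposited annotation does not use. The length of D3C65_24125, 1023 bp, is close to the 1005 bp of *ndpA* (PA3849), which lies on the minus strand far away, from 1204922 to 1205926. The *ndpA2* gene is part of the longest run of genes without a PAO1 name in this annotation, 121 genes between PA4541 and PA4541.2, and no other run holds more than 17. The run spans 107.8 kb, from 5086564 to 5194348, and 91 of its genes are on the plus strand. Of all 6043 annotated genes, 435 have no PAO1 name. The paper's list of ParB binding sites in WT cells (Table S3) has 3 summits within this run. The nearest to *ndpA2* is a peak of 1514 bp with a fold enrichment of 5.73 in the paper's list, with its summit at 5102676, and it begins 5.3 kb past the end of the gene. The others have summits at 5138938 and 5143030 and fold enrichments of 6.92 and 3.5 in the same list.

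**Figure D1:**
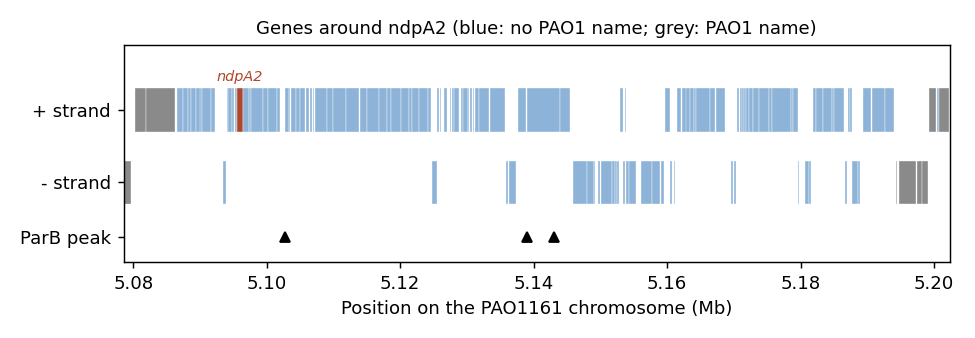
Annotated genes of the PAO1161 chromosome around *ndpA2*, drawn to scale by strand against the position in Mb. Genes with a PAO1 name are grey and genes without one are blue, *ndpA2* is red, and triangles mark the summits of the 3 ParB peaks of Table S3 in the run of 121 genes.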

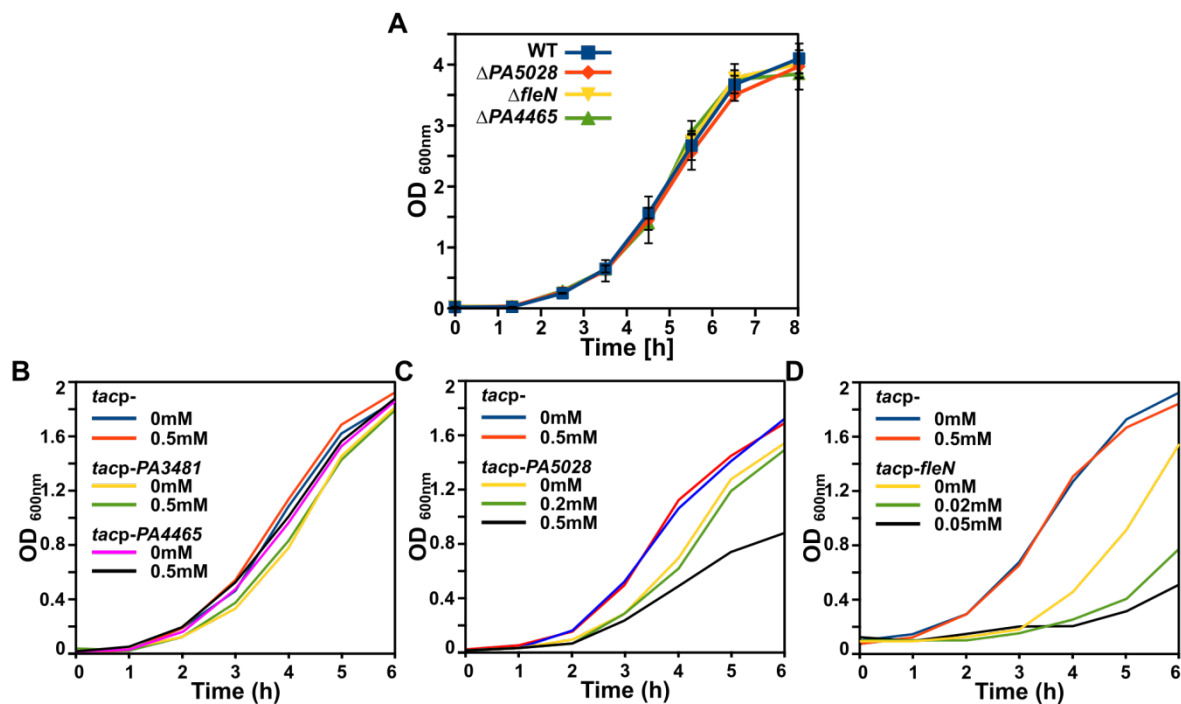

Figure S6 Effect of gene deficiency or overexpression on growth of *P. aeruginosa* cells. (A) Growth of indicated deletion strains in LB medium at 37°C. Data represent mean optical density at 600 nm ±SD from 3 cultures. (B) Effect of gene overexpression from *tac* promoter in medium with different concentrations of inducer (IPTG). Data represent mean optical density at 600 nm from 3 cultures.

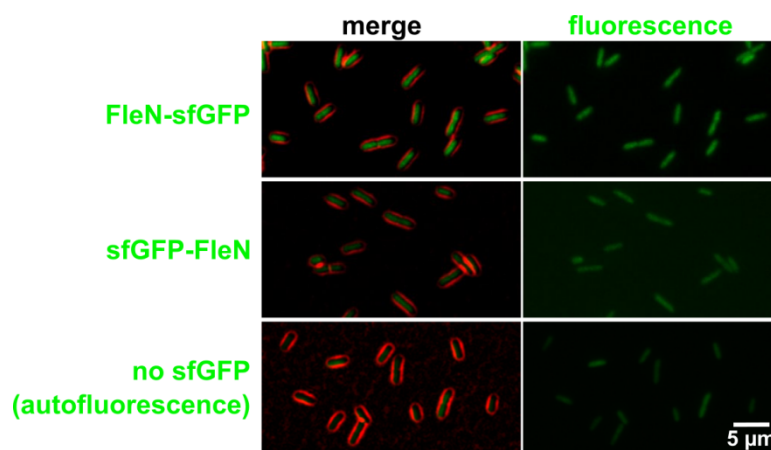

Figure S7 Fluorescence microscopy analysis of FleN localization in *P. aeruginosa*. Cells expressing *fleN-sfGFP*, *sfGFP-fleN* under control of *tacp* as well as control strain with empty vector (pAMB9.37 *tacp*-) were grown in medium without inducer (IPTG) and imaged.

TABLES AND TABLE LEGENDS:

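Table S1, on co-immunoprecipitation, lists, for each protein, a Mascot score, which grows with the number and quality of the peptide spectra matched to that protein, so abundant proteins reach high scores whether or not they bind the bait. A FLAG tag on ParB lets antibodies pull down the protein with whatever is attached to it, and WT cells without the tag show what sticks to the beads on its own. The table holds 3 FLAG-ParB samples and 2 control samples, and FLAG-ParB replicates 1 and 2 share one of the controls. It has 251 rows, ParB included, and each of them matched a gene of the deposited annotation by its PAO1161 identifier.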

Table S1 Identification of ParB interacting proteins using co-immunoprecipitation and mass-spectrometry analysis. *P. aeruginosa* cells producing FLAG-ParB and WT (control) strains were used together with anti FLAG antibodies. Recovered proteins were identified using mass spectrometry. Data represent the number of peptides and Mascot scores for individual samples. 

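ParB itself and its known partner ParA had the highest ratios of summed scores among the proteins that were also scored in a control, and for ParA this rests on replicate 1. ParB reached scores of 5079, 17022 and 513 in the FLAG-ParB replicates, against 418 and 74 in the controls, a ratio of 46.0 in the paper's table and of 11.4 without replicate 2, still the highest. ParA scored 396 and 125 in replicates 1 and 2 and 44 in their control, the lowest control score in the table. Its ratio was 11.8, which became 2.84 without replicate 1, rank 38 of 211. Of the 40 proteins without any control score, HdhA (PA4022) had the highest summed score, 2275, followed by NdpA with 1008. At a Mascot score of at least 200, 16 of the 40 are left. Only 2 of these 40 were scored in all FLAG-ParB replicates, and 28 were scored in replicates 1 and 2. Another 7 appeared in replicate 1 alone. They include the chromosome condensation protein SMC, with a score of 393, and ScpB, a subunit of its complex, with 161. The samples differed widely in yield. Replicates 1 and 2 each scored 244 of the listed proteins, with total scores of 110375 and 140327, whereas replicate 3 scored 64 proteins with a total of 9223. The control of replicates 1 and 2 scored 211 proteins with a total of 69202, and the control of replicate 3 scored 19 with a total of 1950. The summed score compares 3 FLAG-ParB samples with 2 controls. By that sum 242 proteins were at least 2 times as high with FLAG-ParB, and by the mean per sample 186 were. The 242 take in the 40 without a control score. Replicates 1 and 2, which hold most of the summed score, share a control. The median ratio of the 211 proteins with a control score was 3.41, so a ratio of 2 marks no enrichment over the other listed proteins. The sum without replicate 1 gave 129 proteins and the sum without replicate 2 gave 104. Both controls were kept, so these ratios could only fall. No test was run per protein. A fit that treats each control and its replicates as a block could have been made and was left out.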

Proteins with a Mascot score of 100 in at least one of the samples were kept. 

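By words in names and products, 7 proteins fell into the group of DNA topology, repair and SMC, which does not take in ScpB. None of the 7 was scored in all FLAG-ParB replicates. Of those with a control score, UvrA, the damage recognition subunit of excision repair, had the highest ratio of summed scores, 10.8 in the paper's table. Its summed control score was 53, near the lowest control score of the table, 44. The gyrase subunits GyrB and GyrA had ratios of 8.22 and 4.86. Those of the topoisomerase IV subunits ParE and ParC were 6.74 and 3.14, and the helicase UvrD had 2.9. Leaving out a replicate can only lower a ratio, since both controls are kept. Without replicate 1, the ratio of GyrB was below that of GyrA (2.48 against 2.81), and that of UvrD was 0.806. The ratio of UvrA, still the highest of the group, was 4.09 without replicate 1 and 6.7 without replicate 2. In the same order ParE was at 3.83 and 2.9, and ParC at 1.53 and 1.62. Of 5 nucleoid-associated proteins, NdpA had no control score, PA1533 and MvaU had ratios of 6.84 and 3.64, and HupB and MvaT were at 2.53 and 1.85. Without replicate 1, PA1533, MvaU, HupB and MvaT were at 5.23, 1.83, 1.78 and 1.18. Without replicate 2 they were at 4.2, 1.81, 1.58 and 1.09, and without replicate 3 at 4.24, 3.64, 1.7 and 1.43. The 13 tRNA synthetases were all scored in the control too, with a median ratio of 3.41, which is also the median of all 211 proteins with a control score. Among 15 transcriptional regulators, 6 had no control score, of which 1 reached a Mascot score of 200. CysB, the activator of cysteine synthesis genes, had the highest ratio of the others, 10.4. The ratio of CysB was 6.36 without replicate 1 and 4.0 without replicate 2. Of 12 proteases and peptidases, none was scored in all FLAG-ParB replicates. Among them, 2 had no control score, of which 1 reached 200. The others had a median ratio of 3.8, with AsrA at 10.1, Lon at 3.02 and ClpP2 at 2.63. Without replicate 1, AsrA, Lon and ClpP2 were at 4.34, 1.59 and 1.61, and without replicate 2 at 5.74, 1.43 and 1.02. No ribosomal protein is in the list. For 7 proteins, among them the tricarboxylic acid cycle enzymes SucC and SdhA, the highest control score was at or above the highest FLAG-ParB score. The lowest best score of a kept protein was 151.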

BACTH vectors used for particular proteins to analyze the interactions with ParB are listed in Table S7. (.xlsx file)

Table S2 Identification of ParB interacting proteins using a screening of BACTH library. 

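In this screen, random fragments of the PAO1161 genome were fused to one part of adenylate cyclase and ParB to the other, and a clone is red when the fusion proteins come together. The table has 40 proteins from 99 clones. The protein found most often was PA2504 with 34 clones, which the table marks with PA3762 and PA1466 as false positives because they also bind the cyclase parts alone. These 3 account for 42 clones. Of the 37 other proteins, ParB had 11 clones, PmpR 5 and MexZ, the repressor of the *mexXY* efflux pump genes, 3, while 30 proteins were found in 1 clone each. By their descriptions, 9 of the 37 (24.3%) are transcriptional regulators when the sigma factor FoxI is counted. Apart from ParB, 3 of these proteins are also in Table S1, namely PmpR, MoaB2 and PA4465. Their ratios of summed scores there were 2.68, 4.42 and 3.39, against a median of 3.41 for the 211 proteins with a control score. PmpR was scored in FLAG-ParB replicate 2 only. Among them, the paper saw an interaction of the full-length protein with ParB for PA4465 alone. Independent lists of these sizes, drawn from the 6042 other annotated genes, would share 1.49 proteins on average (Fisher's exact test, two-sided, p = 0.185, Benjamini-Hochberg adjusted p = 0.334 over 9 tests). In the annotation, *mexZ* (PA2020) lies at 3302405 to 3303037 and PA4465 at 4994730 to 4995590.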

BACTH vectors used for particular proteins to analyze the interactions with ParB are listed in Table S7. (.xlsx file)

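The ParB binding sites of Table S3 come from chromatin immunoprecipitation with antibodies against ParB, in which DNA bound by the protein is recovered from log-phase cells and sequenced. By the sample labels, cells were grown at 37 °C to an optical density of about 0.5, each sample combined 2 cultures, and 11 samples from 6 strains were sequenced. WT, Δ*smc*, *parA*_STOP Δ*smc*, *parB*_G11A and *parA*_L84K have 2 samples each, and Δ*parB*, which lacks the target of the antibodies, has 1. The authors mapped the reads to the PAO1161 genome and called peaks with MACS2 on the combined WT replicates, so the peak values have no replicate error. The submitters' processing notes name Bowtie2 2.3.4.3, SAMtools 1.9 and deepTools 3.3.0. The 2 deposited files used here hold the positions of 6043 genes under their PAO1161 and PAO1 names, and no values per sample were used. In the paper, the regions of Table S3 serve as the internal control of each sample, to which the reads around *parS1*-*parS4* are related (Fig. 2G).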

Table S3 ParB ChIP-seq peaks outside the *parS1-parS4* region identified for WT *P. aeruginosa* PAO1161 strain in this study. Peaks were identified using MACS2 and filtered to only include those with fold enrichment >3. 

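The table lists 279 peaks, spread over the chromosome from 154152 to 6344609, with a median length of 449 bp and together 153.8 kb. Their fold enrichment, as the authors' peak caller gave it, had a median of 4.81, and 25 peaks reached at least 10. Most summits, 249, fell inside annotated genes, and 30 (10.8%) fell between genes, where circular shifts of the whole list put 9.1% (permutation test, two-sided, p = 0.349, Benjamini-Hochberg adjusted p = 0.523 over 9 tests). The strongest peak, at 1133897 to 1134614, had a fold enrichment of 29.8 and its summit in PA3911, next to *eddA*. The next one had its summit in *recJ* (PA3725), which encodes a single-strand DNA exonuclease and lies next to the elastase gene *lasB*, with a fold enrichment of 29.5. A peak of 1875 bp with its summit in *wbpW* (PA5452), a gene of polysaccharide synthesis, reached 23.8. It ran past the start of that gene, which is on the minus strand. Further peaks among the 10 strongest had their summits in *mdlC* (16.7-fold), PA2138 (16.7-fold), *bfmS* (15.6-fold), PA3430 (14.5-fold), PA3659 (14.4-fold), the pilus gene *fimU* (13.8-fold) and PA1259 (13.3-fold). The summits were on average 1612 kb from the start of the sequence, against 1644 kb for random placement (permutation test, two-sided, p = 0.542, adjusted p = 0.609).
The Pileup column of the table cannot be compared between distant peaks, because the background beneath it changes along the chromosome. Worked out from the pileup and fold enrichment of each peak, the background was highest near the origin, with a median of 569 reads per position for the 16 peaks of the first 500 kb. Whether a control library entered the peak calling is not given in the sources used here, so this background is either the coverage of such a library or the local coverage of the immunoprecipitated one, with the reads of the peak in it. The values were lowest between 3.0 and 3.5 Mb, with 264 over 24 peaks, and higher again, 563, for the 16 peaks past 6.0 Mb. Across the 279 peaks, which are not replicates, it fell with the distance from the origin (Spearman's rho = -0.937, permutation p = 1e-05, the smallest that 100000 permutations can give). Fold enrichment had no such relation to distance (rho = -0.0469, permutation p = 0.434).

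**Figure D2:**
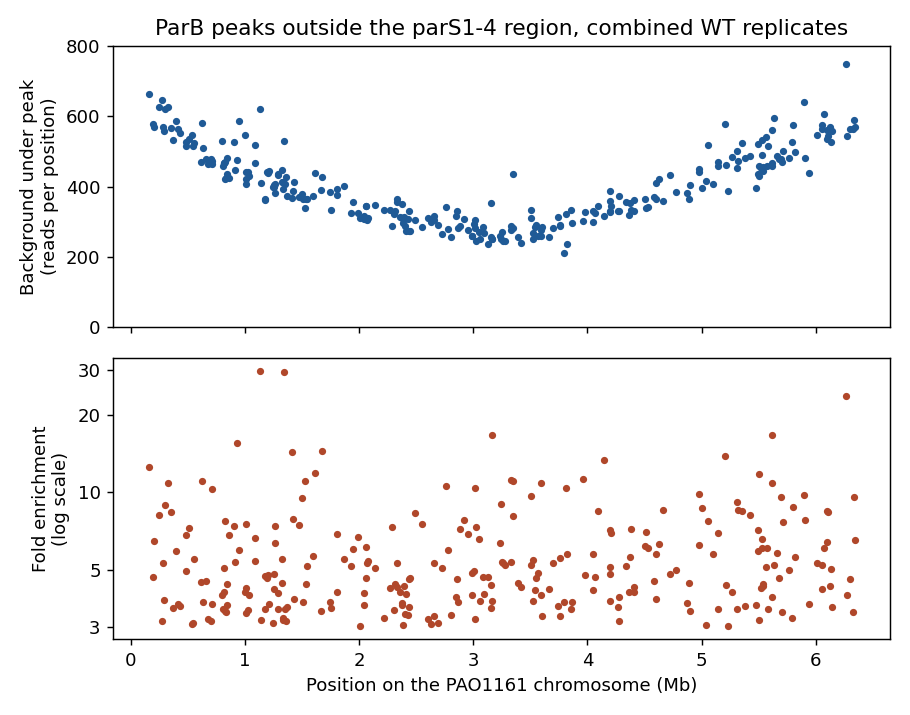
Background under each of the 279 ParB peaks (upper panel, in reads per position) and fold enrichment of each peak (lower panel, log scale) against the summit's position in Mb, 1 point per peak of the combined WT replicates. The background falls from both ends of the sequence toward 3.0 to 3.5 Mb, while peaks of high fold enrichment occur at many positions.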

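Table S3 has no peak in the 193.3 kb around the origin, which run from 6344610 to the last annotated base at 6383760 and on from the first base to 154151. This stretch holds 186 annotated genes, 41 of them on the *parAB* side and 145 on the other. Among them are *dnaA*, *gyrB* and both partition genes.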

Peaks around *parS1-4* (-25 kbp to +140 kbp) region were excluded. (.xlsx file).

Table S4 Bacterial strains used in this study

Strain name	Description / Relevant genotype	Origin
**<i>Escherichia coli</i>**		
DH5α	F ⁻ Φ80 <i>lacZ</i> Δ <i>M15</i> Δ(<i>lacZYA-argF</i>) <i>U169 recA1 endA1 hsdR17</i> (r _K ⁻ , m _K ⁺) <i>phoA supE44 λ</i>	(11)
S17-1	<i>pro</i> Δ <i>hsdR hsdM</i> ⁺ <i>recA</i> Tp ^R Sm ^R ΩRP4-Tc::Mu Kn::Tn7	(12)
BTH101	F ⁻ <i>cya-99 araD139 galE15 galK16 rpsL1</i> (<i>Str</i> ^r) <i>hsdR2 mcrA1 mcrB1</i>	(13)
BL21 (DE3)	F ⁻ <i>ompT hsdSB</i> (r _B m _B ⁻) <i>gal dcm</i> (λDE3)	Novagen
**<i>Pseudomonas aeruginosa</i>**		
PAO1161 (WT)	Rif ^R , <i>leu</i> ⁻ , PAO1 derivative	(10)
<i>parA</i> _{STOP}	PAO1161 derivative, <i>parA</i> gene modified to contain two STOP codons directly downstream of ORF start codon, no ParA synthesis	(14)
Δ <i>parS1-4</i>	PAO1161 with <i>parS1</i> , <i>parS2</i> , <i>parS3</i> , <i>parS4</i> , modified to block ParB binding; named <i>parSmut15</i> in the original paper	(15)
<i>parA</i> _{L84K}	PAO1161 expressing ParA L84K variant, disturbed in self-interaction and interactions with ParB	(14)

Table S5 *Pseudomonas aeruginosa* PAO1161 derivatives constructed in this study

Strain name/genotype	Plasmid(s) used for allele exchange, description
<i>ΔparB</i>	pAKW0004, <i>parB</i> (PA5562) deletion
<i>ΔparAB</i>	pAAB0813, <i>parAB</i> (PA5563-PA5562) deletion
<i>parB</i> _{L8A}	pAKW1105, produces ParB L8A variant
<i>parB</i> _{R10A}	pAKW1107, produces ParB R10A variant
<i>parB</i> _{G11A}	pAKW1108, produces ParB G11 variant
<i>parB</i> _{L12A}	pAKW1109, produces ParB L12A variant
<i>ΔparSI-4 parA</i> _{L84K}	<i>ΔparSI-4</i> derivative, pAAB0298, produces ParA L84K variant
<i>ΔparSI-4 parB</i> _{L8A}	<i>ΔparSI-4</i> derivative, pAKW1105, produces ParB L8A variant
<i>ΔparSI-4 parB</i> _{R10A}	<i>ΔparSI-4</i> derivative, pAKW1107, produces ParB R10A variant
<i>ΔparSI-4 parB</i> _{G11A}	<i>ΔparSI-4</i> derivative, pAKW1108, produces ParB G11 variant
<i>ΔparSI-4 parB</i> _{L12A}	<i>ΔparSI-4</i> derivative, pAKW1109, produces ParB L12A variant
<i>Δsmc</i>	pMKU0316, <i>smc</i> (PA1527) deletion
<i>Δsmc parA</i> _{STOP}	pMKU0316, pAAB0331, <i>smc</i> (PA1527) deletion, no ParA synthesis
<i>Δsmc ΔparB</i>	pMKU0316, pAKW0004, <i>smc</i> (PA1527) and <i>parB</i> (PA5562) deletions
<i>Δsmc parA</i> _{L84K}	pMKU0316, pAAB0298, <i>smc</i> (PA1527) deletion, produces ParA L84K variant
<i>Δsmc parB</i> _{L8A}	pMKU0316, pAKW1105, <i>smc</i> (PA1527) deletion, produces ParB L8A variant
<i>Δsmc parB</i> _{R10A}	pMKU0316, pAKW1107, <i>smc</i> (PA1527) deletion, produces ParB R10A variant
<i>Δsmc parB</i> _{G11A}	pMKU0316, pAKW1108, <i>smc</i> (PA1527) deletion, produces ParB G11 variant
<i>Δsmc parB</i> _{L12A}	pMKU0316, pAKW1109, <i>smc</i> (PA1527) deletion, produces ParB L12A variant
<i>flag-parB</i>	pAKW0002, produces FLAG-ParB, used for identification of ParB partners using co-immunoprecipitation
<i>ΔminC</i>	pKGB0275, <i>minC</i> (PA3243) deletion
<i>ΔminD</i>	pKGB0167, <i>minD</i> (PA3244) deletion
<i>ΔminCDE</i>	pAKW0896, <i>minCDE</i> (PA3243-PA3245) operon deletion
<i>ΔfleN</i>	pKGB0179, <i>fleN</i> (PA1454) deletion
<i>ΔPA5028</i>	pKGB0236, <i>PA5028</i> deletion
<i>ΔPA4465</i>	pAAB0755, <i>PA4465</i> deletion, Tet ^R
<i>ΔfleN ΔPA5028 ΔPA4465</i>	pKGB0179, pKGB0236, pAAB0755, triple deletion strain, Tet ^R
<i>ΔmksBEF</i>	pAKW1207, <i>mksBEF</i> (PA4684-PA4686) operon deletion
<i>ΔmksBEF ΔfleN</i>	pKGB0179, pAKW1207, deletion of <i>mksBEF</i> (PA4684-PA4686) and <i>fleN</i>
<i>ΔmksBEF ΔPA5028</i>	pKGB0236, pAKW1207, deletion of <i>mksBEF</i> (PA4684-PA4686) and <i>PA5028</i>
<i>ΔmksBEF ΔPA4465</i>	pAAB0755, pAKW1207, deletion of <i>mksBEF</i> (PA4684-PA4686) and <i>PA4465</i> , Tet ^R
<i>ΔmksBEF ΔfleN ΔPA5028 ΔPA4465</i>	pKGB0179, pAKW1207, pKGB0236, pAAB0755, deletion of <i>mksBEF</i> (PA4684-PA4686), <i>fleN</i> , <i>PA5028</i> , <i>PA4465</i> , Tet ^R
<i>ΔparAB ΔfleN</i>	pAAB0813, pKGB0179, deletion of <i>parAB</i> (PA5563-PA5562) and <i>fleN</i>
<i>ΔparAB ΔPA5028</i>	pAAB0813, pKGB0236, deletion of <i>parAB</i> (PA5563-PA5562) and <i>PA5028</i>
<i>ΔparAB ΔPA4465</i>	pAAB0813, pAAB0755, deletion of <i>parAB</i> (PA5563-PA5562) and <i>PA4465</i> , Tet ^R
<i>araBADp-sfGFP</i>	pAKW0861, <i>araC-araBADp-sfGFP</i> inserted between PA5412/PA5413,
<i>ΔndpA</i>	pKGB0474, <i>ndpA</i> (PA3849) deletion
<i>ΔndpA2</i>	pAKW0796, <i>ndpA2</i> (D3C65_RS24150) deletion
<i>ΔndpA ΔndpA2</i>	pKGB0474, pAKW0796, <i>ndpA</i> (PA3849) and <i>ndpA2</i> (D3C65_RS24150) deletion
<i>PA0069-parS_{P1}</i> (82R)	pAKW1217, <i>parS_{P1}</i> between <i>PA0069</i> and <i>PA0070</i>
<i>Δsmc PA0069-parS_{P1}</i> (82R)	pMKU0316 pAKW1217, <i>smc</i> (PA1527) deletion, <i>parS_{P1}</i> between <i>PA0069</i> and <i>PA0070</i>
<i>parB_{G11A} PA0069-parS_{P1}</i> (82R)	pAKW1108, pAKW1217, produces ParB G11 variant, <i>parS_{P1}</i> between <i>PA0069</i> and <i>PA0070</i>
<i>Δsmc parB_{G11A} PA0069-parS_{P1}</i> (82R)	pMKU0316, pAKW1108, pAKW1217, <i>smc</i> (PA1527) deletion, produces ParB G11 variant, <i>parS_{P1}</i> between <i>PA0069</i> and <i>PA0070</i>

Table S6 Plasmids used in this study

Plasmid name	Description and relevant features	Origin
pAKE600	suicide vector used for allele exchange in <i>Pae</i> ; <i>oriV_{MB1}</i> , <i>oriT_{RK2}</i> <i>sacB</i> cassette, Amp ^R	(1)
pAAB0331	pAKE600 with <i>parA_{STOP}</i> allele (no ParA synthesis)	(16)
pAAB0298	pAKE600 with <i>parA_{L84K}</i> allele	(14)
pKAB241	<i>araC-araBADp-flag-parB</i> , <i>oriV_{MB1}</i> , Amp ^R	(17)
pKRP12	<i>oriV_{MB1}</i> , contains Tet ^R cassette, Tet ^R , Amp ^R	(18)
pKAB601	pAKE600 with <i>PA5412/PA5413</i> intergenic region of PAO1161 with <i>araC-araBADp-mcs-rrnBt</i> cassette inserted into PstI site, Amp ^R	(17)
pUC19	cloning vector, <i>ori_{MB1}</i> , Amp ^R	(19)
pBGS18	cloning vector, <i>ori_{MB1}</i> , Kan ^R	(20)
pGBT30	expression vector, <i>lacIⁿ-tacp-mcs</i> , <i>ori_{MB1}</i> , Amp ^R ,	(21)
pOMB3.104	pUC18 with <i>lacO-parSP1-lacO</i> , <i>parS_{P1}</i> cloned as EcoRI fragment from pBEF143 (22)	Monika Mitura
pOKB3	<i>trpp-parB_{P1}-GFP</i> , pBEF104 (23) derivative, <i>ori_{ColE1}</i> , Amp ^R	Juszczuk Olga
pKAB8	expression vector with <i>araC-araBADp</i> , <i>ori_{IncA/C}</i> , Chl ^R	(24)
pAMB9.37	pBBR1MCS-1 (21) derivative with inserted <i>lacIⁿ tacp</i> , <i>ori_{IncA/C}</i> , Chl ^R	(26)
pABB1.2	pAMB9.37 with <i>tacp-parB</i> transcriptional fusion	(14)
pET28a	expression vector <i>T7p</i> , <i>lacO</i> , <i>his6-tag</i> , T7tag, <i>ori_{MB1}</i> , Kan ^R	Clontech
pEYFP	<i>tacp-yfp</i> , <i>ori_{MB1}</i> , Amp ^R	Clontech
pECFP	<i>tacp-yfp</i> , <i>ori_{MB1}</i> , Amp ^R	Clontech
pUT18C	<i>lacp-cyaT18-mcs</i> , <i>ori_{ColE1}</i> , Amp ^R	(13)
pUT18	<i>lacp-mcs-cyaT18</i> , <i>ori_{ColE1}</i> , Amp ^R	(13)
pKT25	<i>lacp-cyaT25-mcs</i> , <i>ori_{p15}</i> , Kan ^R	(13)
pKNT25	<i>lacp-mcs-cyaT25</i> , <i>ori_{p15}</i> , Kan ^R	(13)
pLKB4	pUT18C(13) with modified <i>mcs</i> , <i>lacp-cyaT18-mcs</i>	(27)
pKGB4	pUT18 (13) with modified <i>mcs</i> , <i>lacp-mcs-cyaT18</i>	(14)
pLKB2	pKT25 (13) with modified <i>mcs</i> , <i>lacp-cyaT25-mcs</i>	(27)
pKGB5	pKNT25(13) with modified <i>mcs</i> , <i>lacp-mcs-cyaT25</i>	(14)
pMKB5.1	pLKB4 with <i>cyaT18-parA</i>	(14)
pMKB5.3	pUT18 with <i>parA-cyaT18</i>	(14)
pMKB6.1	pKNT25 with <i>parA-cyaT25</i>	(14)
pLKB220	pLKB2 with <i>cyaT25-parA</i>	(14)
pMKB5.2	pLKB4 with <i>cyaT18-parB</i> (used for experiments on Fig. 4)	(14)
pMKB5.4	pUT18 with <i>parB-cyaT18</i>	(14)
pLKB233	pLKB2 with <i>cyaT25-parB</i>	(14)
pMKB6.2	pKNT25 with <i>parB-cyaT25</i>	(14)
pKT25-zip	<i>lacp-cyaT25-GCN4</i> (leucine zipper), <i>ori_{p15}</i> , Kan ^R	(13)
pUT18C-zip	<i>lacp -cyaT18-GCN4</i> (leucine zipper), <i>ori_{ColE1}</i> , Amp ^R ,	(13)
pKAB18.1	pLKB4 with <i>cyaT18-mexZ</i> (PA2020)	(24)
pKAB25.1	pLKB2 with <i>cyaT25-mexZ</i> (PA2020)	(24)
BBa_I746908	pSB1C3 (<i>ori_{MB1}</i> , Chl ^R) with <i>araC-araBADp-rbs_{Ba_B0034}-sfGfp</i>	iGEM collection

Table S7 Plasmids constructed in this study. PCR was performed using PAO1161Ri^R genomic DNA as a template, unless stated otherwise.

Name	Relevant features and construction
**pAKE600 derivatives (used for <i>Pae</i> genome modifications)**	
pAKW0004	<i>parB</i> (PA5562) deletion cassette; HindIII-PstI digested PCR product (primers #1 and #2) and PstI-Sall digested PCR product (primers #3 and #4) inserted simultaneously between HindIII and Sall sites in pAKE600.
pAAB0813	<i>parBA</i> (PA5563-PA5562) deletion cassette; EcoRI/PstI digested PCR product (primers #5 and #6) replaced EcoRI/PstI fragment in pAKW0004.
pAKW1105	<i>parB</i> _{L8A} mutagenesis cassette; PCR fragments amplified with primers #1/ #8 and #7/ #19 were mixed in an overlap PCR (primers #1 and #19). HindIII and Sall digested product was inserted between HindIII and Sall sites in pAKE600. Introduction of a Eco52I site through silent mutagenesis, facilitated the identification of clones with this allele.
pAKW1107	<i>parB</i> _{R10A} mutagenesis cassette; PCR fragments amplified with primers #1/ #12 and #11/ #19 were mixed in an overlap PCR (primers #1 and #19). HindIII and Sall digested product was inserted between HindIII and Sall sites in pAKE600. Introduction of a XbaI site through silent mutagenesis, facilitated the identification of clones with this allele.
pAKW1108	<i>parB</i> _{G11A} mutagenesis cassette; PCR fragments amplified with primers #1/ #14 and #13/ #19 were mixed in an overlap PCR (primers #1 and #19). HindIII and Sall digested product was inserted between HindIII and Sall sites in pAKE600. Introduction of a BssHII site through silent mutagenesis, facilitated the identification of clones with this allele.
pAKW1109	<i>parB</i> _{L12A} mutagenesis cassette; PCR fragments amplified with primers #1/ #16 and #15/ #19 were mixed in an overlap PCR (primers #1 and #19). HindIII and Sall digested product was inserted between HindIII and Sall sites in pAKE600. Introduction of a NsiI site through silent mutagenesis, facilitated the identification of clones with this allele.
pMKU0316	<i>smc</i> (PA1527) deletion cassette; EcoRI/HindIII digested PCR product (primers #20 and #21) and HindIII/Sall digested PCR product (primers #22 and #23) inserted simultaneously between EcoRI and Sall sites in pAKE600.
pAKW0002	<i>flag-parB</i> mutagenesis cassette; PCR fragments amplified with primers #1/ #17 and #18/ #19 (pKAB241) were mixed in an overlap PCR (primers #1 and #19). HindIII and Sall digested product was inserted between HindIII and Sall sites in pAKE600.
pKGB0275	<i>minC</i> (PA3243) deletion cassette; EcoRI/HindIII digested PCR product (primers #24 and #25) and HindIII/BamHI digested PCR product (primers #26 and #27) inserted simultaneously between EcoRI and Sall sites in pAKE600.
pKGB0167	<i>minD</i> (PA3244) deletion cassette; HindIII/NcoI digested PCR product (primers #28 and #29) and NcoI/BamHI digested PCR product (primers #30 and #31) inserted simultaneously between HindIII and BamHI sites in pAKE600.
pAKW0896	<i>minCDE</i> (PA3243-PA3245) deletion cassette; HindIII/BamHI digested PCR product (primers #32 and #33) replaced HindIII/BamHI fragment in pKGB0275.
pKGB0179	<i>fleN</i> (PA1454) deletion cassette; EcoRI/HindIII digested PCR product (primers #34 and #35) and HindIII/BamHI digested PCR product (primers #36 and #37) inserted simultaneously between EcoRI and BamHI sites in pAKE600.
pKGB0236	<i>PA5028</i> deletion cassette; EcoRI/HindIII digested PCR product (primers #38 and #39) and HindIII/BamHI digested PCR product (primers #40 and #41) inserted simultaneously between EcoRI and BamHI sites in pAKE600.
pAAB0755	<i>PA4465</i> deletion cassette (with Tet ^R); EcoRI/HindIII digested PCR product (primers #42 and #43) and HindIII/BamHI digested PCR product (primers #44 and #45) inserted simultaneously between EcoRI and BamHI sites in pAKE600. Subsequently Tet ^R cassette, excised from pKRP12 was inserted into the HindIII site.
pAKW1207	<i>mksBEF</i> (PA4684-PA4686) deletion cassette; EcoRI/HindIII digested PCR product (primers #46 and #47) and HindIII/BamHI digested PCR product (primers #48 and #49) inserted simultaneously between EcoRI and BamHI sites in pAKE600.
pAKW0861	allows insertion of <i>araC-araBADp-sfGFP</i> between <i>PA5412/PA5413</i> , pKAB601 derivative.
pKGB0474	<i>ndpA</i> (PA3849) deletion cassette; EcoRI/HindIII digested PCR product (primers #50 and #51) and HindIII/BamHI digested PCR product (primers #52 and #53) inserted simultaneously between EcoRI and BamHI sites in pAKE600.
pAKW0796	<i>ndpA2</i> (D3C65 <i>RS24150</i>) in PAO1161 genome) deletion cassette; EcoRI/HindIII digested PCR product (primers #54 and #55) and HindIII/BamHI digested PCR product (primers #56 and #57) inserted simultaneously between EcoRI and BamHI sites in pAKE600.
pAKW1217	insertion of <i>parS</i> ₇ between <i>PA0069</i> and <i>PA0070</i> ; EcoRI/HindIII digested PCR product (primers #58 and #59) and HindIII/BamHI digested PCR product (primers #60 and #61) inserted simultaneously between EcoRI-BamHI sites in pAKE600 to yield plasmid pAKW1203. <i>parS</i> ₁ amplified on pOMB3.104 using primers #62 and #63 was subcloned as a SmaI fragment into pUC19 to yield pAKW1204. <i>parS</i> ₁ excised from pAKW1204 using NsiI, inserted into the PstI site of pAKW1203.
**BACTH vectors (pUT18C derivatives)**	
pAKW1075	<i>cyoT18-parB</i> ; PCR product amplified using primers #66 and #67 inserted between EcoRI-BamHI sites in pLKB4
pAKW1071	<i>cyoT18-parB</i> ₂₃₈₋₂₉₆ ; PCR product amplified using primers #70 and #67 inserted between EcoRI-BamHI sites in pLKB4
pAKW1070	<i>cyoT18-parB</i> ₁₅₀₋₂₉₆ ; PCR product amplified using primers #69 and #67 inserted between EcoRI-BamHI sites in pLKB4
pAKW1080	<i>cyoT18-parB</i> ₃₇₋₂₉₆ ; PCR product amplified using primers #68 and #67 inserted between EcoRI-BamHI sites in pLKB4
pAKW1069	<i>cyoT18-parB</i> ₆₋₂₉₆ ; PCR product amplified using primers #71 and #67 inserted between EcoRI-BamHI sites in pLKB4
pAKW1073	<i>cyoT18-parB</i> ₁₋₁₄₆ ; PCR product amplified using primers #66 and #73 inserted between EcoRI-BamHI sites in pLKB4
pAKW1072	<i>cyoT18-parB</i> ₁₋₁₃₆ ; PCR product amplified using primers #66 and #72 inserted between EcoRI-BamHI sites in pLKB4
pAKW1098	<i>cyoT18-parB</i> _{L8A} ; PCR fragments amplified with primers #74/ #8 and #7/ #19 on pAKW1075 were assembled in an overlap PCR (primers #74, #19) and inserted between EcoRI-BamHI sites in pLKB4. Eco52I site introduced through silent mutagenesis.
pAKW1099	<i>cyoT18-parB</i> _{80A} ; PCR fragments amplified with primers #74/ #10 and #9/ #19 on pAKW1075 were assembled in an overlap PCR (primers #74, #19) and inserted between EcoRI-BamHI sites in pLKB4. Eco72I site introduced through silent mutagenesis.
pAKW1100	<i>cyoT18-parB</i> _{R10A} ; PCR fragments amplified with primers #74/ #12 and #7/ #11 on pAKW1075 were assembled in an overlap PCR (primers #74, #19) and inserted between EcoRI-BamHI sites in pLKB4. XbaI site introduced through silent mutagenesis.
pAKW1101	<i>cyoT18-parB</i> _{G11A} ; PCR fragments amplified with primers #74/ #14 and #7/ #13 on pAKW1075 were assembled in an overlap PCR (primers #74, #19) and inserted between EcoRI-BamHI sites in pLKB4. BssHII site introduced through silent mutagenesis.
pAKW1102	<i>cyoT18-parB</i> _{L12A} ; PCR fragments amplified with primers #74/ #16 and #7/ #15 on pAKW1075 were assembled in an overlap PCR (primers #74, #19) and inserted between EcoRI-BamHI sites in pLKB4. NsiI site introduced through silent mutagenesis.
pKGB0428	<i>cyoT18-ndpA</i> (PA3849), PCR product amplified using primers #75 and #76 inserted between EcoRI-BamHI sites in pLKB4
pAKW0798	<i>cyoT18-ndpA2</i> (D3C65 <i>RS24150</i>), PCR product amplified using primers #78 and #79 inserted between EcoRI-BamHI sites in pLKB4
pAAB0694	<i>cyoT18-PA4465</i> ; PCR product amplified using primers #81 and #82 inserted between EcoRI-KpnI sites in pLKB4
pKGB0377	<i>cyoT18-aruC</i> (PA0895); PCR product amplified using primers #84 and #85 inserted between EcoRI-BamHI sites in pLKB4
pKGB0425	<i>cyoT18-PA3637</i> ; PCR product amplified using primers #90 and #91 inserted between EcoRI-BamHI sites in pLKB4
pKGB0376	<i>cyoT18-PA4602</i> ; PCR product amplified using primers #87 and #88 inserted between EcoRI-BamHI sites in pLKB4
pKGB0393	<i>cyoT18-PA4920</i> ; PCR product amplified using primers #93 and #94 inserted between EcoRI-BamHI sites in pLKB4
pKGB0394	<i>cyoT18-PA5172</i> ; PCR product amplified using primers #96 and #97 inserted between EcoRI-BamHI sites in pLKB4
pKGB0021	<i>cyoT18-minC</i> (PA3243); PCR product amplified using primers #101 and #115 inserted as an EcoRI-SalI fragment in pBGS18 to yield pKGB0015. <i>minC</i> excised as an EcoRI-HincII fragment and inserted between EcoRI-SmaI sites of pLKB4.
pKGB0003	<i>cyoT18-minD</i> (PA3244); PCR product amplified using primers #103 and #116 inserted as EcoRI-Sall fragment in pBGS18 to yield pKGB0001. Subsequently <i>minD</i> was excised as the EcoRI-Eco47III fragment and inserted between EcoRI-SmaI sites of pLKB4.
pKGB0004	<i>cyoT18-minE</i> (PA3245); PCR product amplified using primers #103 and #117 inserted as an EcoRI-Sall fragment in pBGS18 to yield pKGB0002. Subsequently <i>minE</i> was excised as an EcoRI-HincII fragment and inserted between EcoRI-SmaI sites of pLKB4.
pKGB0038	<i>cyoT18-PA5028</i> ; PCR product amplified using primers #111 and #121 inserted between EcoRI-BamHI sites in pLKB4
pKGB0037	<i>cyoT18-fleN</i> (PA1454); PCR product amplified using primers #113 and #118 inserted between EcoRI-BamHI sites in pLKB4
pKGB0010	<i>cyoT18-PA3481</i> ; PCR product amplified using primers #109 and #120 inserted between EcoRI-BamHI sites in pLKB4
pKGB0009	<i>cyoT18-PA1462</i> ; PCR product amplified using primers #107 and #119 inserted between EcoRI-BamHI sites in pLKB4
pKGB0422	<i>cyoT18-PA4215</i> ; PCR product amplified using primers #135 and #136 inserted between EcoRI-BamHI sites in pLKB4
pMKU0312	<i>cyoT18-PA3029</i> ; PCR product amplified using primers #164 and #165 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pKGB0400	<i>cyoT18-PA4217</i> ; PCR product amplified using primers #137 and #138 inserted between EcoRI-BamHI sites in pLKB4
pAKW0524	<i>cyoT18-PA1801</i> ; PCR product amplified using primers #139 and #140 inserted between EcoRI-BamHI sites in pLKB4
pKGB0426	<i>cyoT18-PA4673</i> ; PCR product amplified using primers #141 and #142 inserted between EcoRI-BamHI sites in pLKB4
pKGB0427	<i>cyoT18-PA1804</i> ; PCR product amplified using primers #144 and #145 inserted between EcoRI-BamHI sites in pLKB4
pKGB0438	<i>cyoT18-PA1609</i> ; PCR product amplified using primers #146 and #147 inserted between EcoRI-BamHI sites in pLKB4
pAKW0525	<i>cyoT18-PA3326</i> ; PCR product amplified using primers #149 and #150 inserted between EcoRI-BamHI sites in pLKB4
pAKW0137	<i>cyoT18-PA0964</i> ; PCR product amplified using primers #151 and #152 digested with EcoRI-MunI and inserted into EcoRI site in pLKB4
pABB18.2	<i>cyoT18-smc</i> (PA1527); PCR product amplified using primers #191 and #192 inserted between EcoRI-BamHI sites in pLKB4
pKBB18.3	<i>cyoT18-sepA</i> (PA3198); PCR product amplified using primers #154 and #155 inserted between EcoRI-KpnI sites in pLKB4
pKBB18.5	<i>cyoT18-scpB</i> (PA3197); PCR product amplified using primers #157 and #158 inserted between EcoRI-KpnI sites in pLKB4
pMKU0310	<i>cyoT18-PA0205</i> ; PCR product amplified using primers #160 and #161 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pMKU0300	<i>cyoT18-PA0247</i> ; PCR product amplified using primers #162 and #163 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pMKU0292	<i>cyoT18-PA0411</i> ; PCR product amplified using primers #168 and #169 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pAKW0057	<i>cyoT18-PA0491</i> ; PCR product amplified using primers #172 and #173 digested with EcoRI-MunI and inserted in EcoRI site in pLKB4
pMKU0306	<i>cyoT18-PA1466</i> ; PCR product amplified using primers #174 and #175 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pMKU0294	<i>cyoT18-PA2220</i> ; PCR product amplified using primers #166 and #167 inserted between BamHI-SacI sites in pUT18C
pMKU0311	<i>cyoT18-PA2468</i> ; PCR product amplified using primers #176 and #177 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pAKW0059	<i>cyoT18-PA4290</i> ; PCR product amplified using primers #178 and #179 inserted between BamHI-SacI sites in pUT18C
pMKU0315	<i>cyoT18-PA4581</i> ; PCR product amplified using primers #180 and #181 inserted between EcoRI-BamHI sites in pLKB4
pAKW0064	<i>cyoT18-PA4906</i> ; PCR product amplified using primers #182 and #183 inserted between BamHI-SacI sites in pUT18C
pMKU0297	<i>cyoT18-PA4914</i> ; PCR product amplified using primers #184 and #185 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
pAKW0065	<i>cyoT18-PA5338</i> ; PCR product amplified using primers #187 and #188 inserted between BamHI-SacI sites in pUT18C
pMKU0292	<i>cyoT18-PA1529</i> ; PCR product amplified using primers #170 and #171 digested with SalI-BglII and inserted between SalI-BamHI sites in pUT18C
pMKU0294	<i>cyoT18-PA2504</i> ; PCR product amplified using primers #189 and #190 digested with EcoRI-BglII and inserted between EcoRI-BamHI sites in pLKB4
**BACTH vectors (pUT18 derivatives)**	
pKGB0437	<i>ndpA</i> (PA3849)- <i>cyoT18</i> , PCR product amplified using primers #75 and #77 inserted between EcoRI-BamHI sites in pKGB4
pAKW0800	<i>ndpA2</i> (D3C65 <i>RS24150</i>)- <i>cyoT18</i> , PCR product amplified using primers #75 and #77 inserted between EcoRI-BamHI sites in pKGB4
pAKW1556	<i>PA4465-cyoT18</i> , PCR product amplified using primers #81 and #83 digested with EcoRI-EcoRV and inserted between EcoRI-SmaI sites in pKGB4
pKGB0407	<i>aruC</i> (PA0895)- <i>cyoT18</i> ; PCR product amplified using primers #84 and #86 inserted between EcoRI-BamHI sites in pKGB4
pAKW0214	<i>mexZ</i> (PA2020)- <i>cyoT18</i> , PCR product amplified using primers #99 and #100 inserted between EcoRI-BamHI sites in pKGB4
pKGB0401	<i>PA4920-cyoT18</i> , PCR product amplified using primers #93 and #95 inserted between EcoRI-BamHI sites in pKGB4
pKGB0417	<i>PA5172-cyoT18</i> , PCR product amplified using primers #96 and #98 inserted between EcoRI-BamHI sites in pKGB4
pKGB0065	<i>minC</i> (PA3243)- <i>cyoT18</i> ; PCR product amplified using primers #101 and #102 inserted between EcoRI-BamHI sites in pKGB4
pKGB0069	<i>minD</i> (PA3244)- <i>cyoT18</i> ; PCR product amplified using primers #103 and #104 inserted between EcoRI-BamHI sites in pKGB4
pKGB0070	<i>minE</i> (PA3245)- <i>cyT18</i> ; PCR product amplified using primers #105 and #106 inserted between EcoRI-BamHI sites in pKGB4
pKGB0081	<i>PA5028-cyoT18</i> ; PCR product amplified using primers #111 and #112 inserted between EcoRI-BamHI sites in pKGB4
pKGB0090	<i>fleN</i> (PA1454)- <i>cyT18</i> ; PCR product amplified using primers #113 and #114 inserted between EcoRI-BamHI sites in pKGB4
pKGB0068	<i>PA3481-cyoT18</i> ; PCR product amplified using primers #109 and #110 inserted between EcoRI-BamHI sites in pKGB4
pKGB0064	<i>PA1462-cyoT18</i> ; PCR product amplified using primers #107 and #108 inserted between EcoRI-BamHI sites in pKGB4
pKGB0419	<i>PA4215-cyoT18</i> ; PCR product amplified using primers #135 and #193 inserted between EcoRI-BamHI sites in pKGB4
pKGB0424	<i>PA4217-cyoT18</i> ; PCR product amplified using primers #137 and #194 inserted between EcoRI-BamHI sites in pKGB4
pKGB0449	<i>PA4673-cyoT18</i> ; PCR product amplified using primers #141 and #143 inserted between EcoRI-BamHI sites in pKGB4
pKGB0431	<i>PA1804-cyoT18</i> ; PCR product amplified using primers #144 and #195 inserted between EcoRI-BamHI sites in pKGB4
pKGB0439	<i>PA1609-cyoT18</i> ; PCR product amplified using primers #146 and #148 inserted between EcoRI-BamHI sites in pKGB4
pAKW0139	<i>PA0964-cyoT18</i> ; PCR product amplified using primers #151 and #153 inserted between EcoRI-BamHI sites in pKGB4
pABB18.1	<i>smc</i> (PA1527)- <i>cyT18</i> ; PCR product amplified using primers #191 and #197 inserted between EcoRI-BamHI sites in pKGB4
pKBB18.4	<i>scpA</i> (PA3198)- <i>cyT18</i> ; PCR product amplified using primers #154 and #156 inserted between EcoRI-BamHI sites in pKGB4
pKBB18.6	<i>scpB</i> (PA3197)- <i>cyT18</i> ; PCR product amplified using primers #157 and #159 inserted between EcoRI-BamHI sites in pKGB4
pAKW0090	<i>PA0491-cyoT18</i> ; PCR product amplified using primers #172 and #196 digested with EcoRI-MunI and inserted in EcoRI site in pKGB4
**BACTH vectors (pKT25 derivatives)**	
pKGB0434	<i>cyoT25-ndpA</i> (PA3849); pKLB2 with EcoRI-BamHI fragment containing <i>ndpA</i> from pKGB0428
pAKW0823	<i>cyoT25-ndpA2</i> (D3C65 <i>RS24150</i>)- <i>cyoT18</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>ndpA2</i> from pAKW798
pAAB0719	<i>cyoT25-PA4465</i> ; pKLB2 with EcoRI-KpnI fragment containing PA4465 from pAAB0694
pKGB0380	<i>cyoT25-aruC</i> (PA0895); pKLB2 with EcoRI-BamHI fragment containing <i>aruC</i> from pKGB0377
pKGB0447	<i>cyoT25-PA3637</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA3637</i> from pKGB0425
pKGB0379	<i>cyoT25-PA4602</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA4602</i> from pKGB0376
pKGB0555	<i>cyoT25-PA4920</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA4920</i> from pKGB0393
pKGB0395	<i>cyoT25-PA5172</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA5172</i> from pKGB0394
pKGB0033	<i>cyoT25-minC</i> (PA3243); pKLB2 with EcoRI-KpnI fragment containing <i>PA5172</i> from pKGB0021
pKGB0005	<i>cyoT25-minD</i> (PA3244); pKLB2 with EcoRI-KpnI fragment containing <i>PA5172</i> from pKGB0003
pKGB0006	<i>cyoT25-minE</i> (PA3245); pKLB2 with EcoRI-KpnI fragment containing <i>PA5172</i> from pKGB0004
pKGB0035	<i>cyoT25-PA5028</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA5028</i> from pKGB0038
pKGB0028	<i>cyoT25-fleN</i> (PA1454); pKLB2 with EcoRI-BamHI fragment containing <i>fleN</i> from pKGB0037
pKGB0029	<i>cyoT25-PA3481</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA3481</i> from pKGB0010
pKGB0036	<i>cyoT25-PA1462</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA1462</i> from pKGB0009
pKGB0448	<i>cyoT25-PA4673</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA4673</i> from pKGB0426
pKGB0446	<i>cyoT25-PA1804</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA1804</i> from pKGB0427
pKGB0442	<i>cyoT25-PA1609</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA1609</i> from pKGB0438
pABB25.1	<i>cyoT25-smc</i> (PA1527); pKLB2 with EcoRI-BamHI fragment containing <i>smc</i> from pABB18.2
pKBB25.3	<i>cyoT25-sepA</i> (PA3198); pKLB2 with EcoRI-KpnI fragment containing <i>sepA</i> from pKBB18.3
pAKW0078	<i>cyoT25-PA0491</i> ; pKLB2 with EcoRI-BamHI fragment containing <i>PA0964</i> from pAKW0057
pAKW0089	<i>cyoT25-PA4914</i> ; pKLB2 with EcoRI-SmaI fragment containing <i>PA4914</i> from pMKU0297
pAKW0068	<i>cyoT25-PA2504</i> ; pKLB2 with EcoRI-SmaI fragment containing <i>PA2504</i> from pMKU0294
**BACTH vectors (pKNT25 derivatives)**	
pKGB0453	<i>ndpA</i> (PA3849)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>ndpA</i> from pKGB0437
pAKW824	<i>ndpA2</i> (D3C65 <i>RS24150</i>)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>ndpA2</i> from pAKW0800
pAKW1557	<i>PA4465-cyoT25</i> ; PCR product amplified using #81 and #83 digested with EcoRI-EcoRV and inserted between EcoRI-SmaI sites in pKGB5
pKGB0409	<i>aruC</i> (PA0895)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>aruC</i> from pKGB0407
pAKW0322	<i>mexZ</i> (PA2020)- <i>cyoT25</i> ; PCR product amplified using primers #99 and #100 inserted between EcoRI-BamHI sites in pKGB5
pKGB0452	<i>PA3637-cyoT25</i> ; PCR product amplified using primers #90 and #92 inserted between EcoRI-BamHI sites in pKGB5
pKGB0404	<i>PA4602-cyoT25</i> ; PCR product amplified using primers #87 and #89 inserted between EcoRI-BamHI sites in pKGB5
pKGB0405	<i>PA4920-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA4920</i> from pKGB0401
pKGB0418	<i>PA5172-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA5172</i> from pKGB0417
pKGB0072	<i>minC</i> (PA3243)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>minC</i> from pKGB0065
pKGB0078	<i>minD</i> (PA3244)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>minD</i> from pKGB0069
pKGB0079	<i>minE</i> (PA3245)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>minE</i> from pKGB0070
pKGB0094	<i>PA5028-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA5028</i> from pKGB0081
pKGB0093	<i>fleN</i> (PA1454)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>fleN</i> from pKGB0090
pKGB0077	<i>PA3481-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA3481</i> from pKGB0068
pKGB0092	<i>PA1462-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA1462</i> from pKGB0064
pKGB0420	<i>PA4215-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA4215</i> from pKGB0419
pKGB0421	<i>PA4217-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA4217</i> from pKGB0424
pKGB0450	<i>PA4673-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA4673</i> from pKGB0449
pKGB0451	<i>PA1804-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA1804</i> from pKGB0431
pKGB0444	<i>PA1609-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA1609</i> from pKGB0439
pABB25.2	<i>smc</i> (PA1527)- <i>cyoT25</i> -; pKGB5 with EcoRI-BamHI fragment containing <i>smc</i> from pABB18.1
pKBB25.4	<i>sepA</i> (PA3198)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>sepA</i> from pKBB18.4
pKBB25.6	<i>scpB</i> (PA3197)- <i>cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>scpB</i> from pKBB18.6
pAKW0092	<i>PA0491-cyoT25</i> ; pKGB5 with EcoRI-BamHI fragment containing <i>PA0491</i> from pAKW0090
**Expression vectors**	
pAKW1125	<i>tacp-yfp-parB</i> ; <i>yfp</i> amplified using primers #122 and #123 on pEYFP and inserted in the EcoRI site in pABB1.2 yielding pASB1.2. Linker (GGAG) introduced between YFP and ParB by site directed mutagenesis of pASB1.2 using primers #124 and #125 yielding pABB0596. SacI in the vector removed through partial digestion of pABB0596. Klenow fill-in and self ligation.
pAKW1126	<i>tacp-yfp-parB</i> _{L8A} ; PCR product amplified using primers #124 and #19 on pAKW1098 replaced SacI-NruI fragment in pAKW1125
pAKW1128	<i>tacp-yfp-parB</i> _{R10A} ; PCR product amplified using primers #124 and #19 on pAKW1100 replaced SacI-NruI fragment in pAKW1125
pAKW1129	<i>tacp-yfp-parB</i> _{G11A} ; PCR product amplified using primers #124 and #19 on pAKW1101 replaced SacI-NruI fragment in pAKW1125
pAKW1130	<i>tacp-yfp-parB</i> _{L12A} ; PCR product amplified using primers #124 and #19 on pAKW1102 replaced SacI-NruI fragment in pAKW1125
pABB0513	<i>tacp-parA</i> (PA5563); EcoRI-KpnI fragment from pMKB5.1 containing <i>parA</i> inserted into pAMB9.37.
pKGB0218	<i>tacp-PA5028</i> ; EcoRI-KpnI fragment from pKGB0010 containing <i>PA5028</i> inserted into pAMB9.37.
pKGB0223	<i>tacp-fleN</i> (PA1454); EcoRI-KpnI fragment from pKGB0037 containing <i>fleN</i> inserted into pAMB9.37.
pKGB0222	<i>tacp-PA3481</i> ; EcoRI-KpnI fragment from pKGB0038 containing <i>PA3481</i> inserted into pAMB9.37.
pAKW1476	<i>tacp-PA4465</i> ; EcoRI-KpnI fragment from pAAB0694 containing <i>PA4465</i> inserted into pAMB9.37.
pAKW1483	<i>tacp-ndpA</i> (PA3849); EcoRI-KpnI fragment from pKGB0428 containing <i>ndpA</i> inserted into pAMB9.37.
pAAB0595	<i>tacp-parA-cfp</i> ; pECFP modified by EcoRI digestion and Klenow fill-in to yield pASB2. <i>parA</i> amplified using primers #131 and 132 and inserted into pASB2 as KpnI-NcoI fragment to yield pASB2.1. <i>parA-cfp</i> excised with EcoRI, Sall and inserted into pGBT30 to yield pASB3. <i>tacp-parA-cfp</i> amplified using primers #133 and #134 on pASB3 and inserted as an XbaI-SacI fragment into pAMB9.37.
pKGB0247	<i>tacp-yfp-PA3481</i> ; <i>yfp</i> amplified using primers #122 and #123 on pEYFP and inserted in EcoRI site in pKGB0222
pKGB0245	<i>tacp-sfGFP-PA4465</i> ; <i>sfGFP</i> amplified from Bba_1746908 using primers #126 and #127, digested with EcoRI and sub-cloned in pUC19 yielding pAKW

Table S8 Oligonucleotides used in this study

Oligo nr	Common name	Sequence 5'-3'
#1	FLparB_F	TGACAAGCTTGCTGGAAATGGACATGAAGG
#2	DparB5_R	TGACCTGCAGGCGGGTTCCTTATGCGG
#3	DparB3_F	TGACCTGCAGCACACTTTGGGTGTAGCG
#4	DparB3_R	TGACGTGACGACCATCAGGGTCAGCAGAT
#5	gidB1	CCGAATTCATGTCTGCGGTAACCCA
#6	delparA1	GCAAGCTTCATGTTATCCCTGTTCCCCC
#7	B_L8A_F	GTGGAGCCGGCGCGGGCTCGATGC
#8	B_L8A_R	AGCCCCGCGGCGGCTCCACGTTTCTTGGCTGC
#9	B_G9A_F	ACTGGCACGTGGGCTCGATGCCCTGCT
#10	B_G9A_R	AGCCCCACGTGCCAGTCCACGTTTCTTGGC
#11	B_R10A_F	GCCGGTCTAGATGCCCTGCTGGGC
#12	B_R10A_R	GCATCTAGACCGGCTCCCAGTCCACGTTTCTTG
#13	B_G11A_F	GGACGCGCGCTCGATGCCCTGCTGGG
#14	B_G11A_R	ATCGAGCGCGCTCCCAGTCCACGTTTCTTG
#15	B_L12A_F	GGGCCGATGCATTGCTGGGCGGCTCG
#16	B_L12A_R	AGCAATGCATCGGCCCCGCGTCCCAGTCC
#17	FLB_OL_R	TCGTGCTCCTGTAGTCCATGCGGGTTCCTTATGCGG
#19	FLparB_R	TGACGTGACCTTCCTCGATCGGGTTGA
#20	EsmcupF	GCGAATTCCTGGTCATCCAGCAGCGCCTG
#21	HsmcupR	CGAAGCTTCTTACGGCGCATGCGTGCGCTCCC
#22	HsmcdwF	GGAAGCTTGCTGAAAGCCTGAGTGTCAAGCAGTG
#23	SsmcdwR	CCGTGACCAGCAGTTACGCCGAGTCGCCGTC
#24	1 (CN1)	GGAATTCGCGACTTTTCCGGAAAGCAC
#25	2 (CN2)	GAAGCTTTACGGGGTCTTGATCGAGGA
#26	3 (CC1)	GAAGCTTCTGTCGGGTGACGTGTTGAA
#27	4 (CC2)	GGGATCCCCATGACTTTTCTCGACGCCT
#28	5 (DN1)	GAAGCTTATCCATGTGTACGGCCCGAT
#29	6 (DN2)	GCCATGGTTGGCCAAGGTGATTCACCC
#30	7 (DC1)	GCCATGGACCGCATCGATTCCTCGATG
#31	8 (DC2)	GGGATCCTTCCACCTGGATCTGCTCCT
#32	11 (EC1)	GCCATGGACCTGCGCGGATCGTTGATT
#33	12 (EC2)	GGGATCCCGGTATAGGCTTTCTCGGTC
#34	flcNN1	GGAATTCGGGTTGCATCCTGACTAAGC
#35	flcNN2	GAAGCTTCTGTACGGGATGCATGCTAC
#36	flcNC1	GAAGCTTACAGGTTCCGGCCGTATGACA
#37	flcNC2	GGGATCCTCGGCAGCAACTTCGTGATC
#38	5028N1	GGAATTCGAGGAGCCCTTCGTGTTCTT
#39	5028N2	GAAGCTTTCGTATTGAACACCACGCGC
#40	5028C1	GAAGCTTTCGAAAGCTGAGCAGCCTCT
#41	5028C2	GGGATCCTTTTCCAGTGCCTGTAC
#42	4465UPEF	CGGAATTCATGATCCGACTTGAGCAAATCC
#43	4465UPHR	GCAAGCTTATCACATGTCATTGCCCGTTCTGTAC
#44	4465dwEF	GCAAGCTTAGCCCATAAACAAGAAGGACAG
#45	4465DWBR	CGGGATCCGAGGCTACTCGCCTTCGTGCG
#46	mksEco5F	TATAGAATTCCAGTTACCGGAAAAGCAACC
#47	mksHin5R	TATAAAGCTTGATCATCGGCTCGACGTACT
#48	mksHin3F	TATAAAGCTTTACGACAACCTGGAACACCA
#49	mksSal3R	TATAGTCGACATCAGGTGCAGCAACAGGTA
#50	PA3849N1	GGGAATTCGCTGTATCGTGGCGCATC
#51	PA3849N2	GGAAGCTTGATCGGCATGTCAGGTTCTGA
#52	PA3849C1	GGAAGCTTCGCAAGGACTGACCCGCG
#53	PA3849C2	GGGGATCCCCTGCGCTGGACGGCGC
#54	Ndplde5F	TATAGAATTCGTGCTGCCTTCAGGAAC
#55	Ndplde5R	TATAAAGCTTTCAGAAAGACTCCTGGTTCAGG
#56	Ndplde3F	TATAAAGCTTGCTCCAGGATCGAGTACGAC
#57	Ndplde3R	TATAGGATCCCGTAGCTGGCTTCGAACTCT
#58	82R_EcoF	TATAGAATTCCTCGGTACATGCTCCTG
#59	82R_SHPR	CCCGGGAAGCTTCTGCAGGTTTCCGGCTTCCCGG
#60	82R_PHISF	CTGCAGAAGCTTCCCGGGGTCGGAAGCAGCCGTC
#61	82R_BamR	TATAGGATCCCGCCGAGGTGACCAAG
#62	parSP1NF	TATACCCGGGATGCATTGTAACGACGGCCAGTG
#63	parSP1NR	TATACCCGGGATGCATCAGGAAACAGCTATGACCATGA
#64	parBP1F	GCGAATTCATGTCAAAGAAAAACAGACC
#65	GFPsmaR	CGCCCGGGTTATTTGTAGAGCTCATCC
#66	ParB1	CCGAATTCATGGCAGCCAAGAAACGTGG
#67	ParBC4BR	TATAGGATCCTCATCAACGGATGTGGGCGA
#68	ParBN1EF	TATAGAATTCATGCAGCAGATCCCCCTCGA
#69	ParBN2EF	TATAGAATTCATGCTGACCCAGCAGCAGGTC
#70	ParBN3EF	TATAGAATTCATGCCGGTCAAGAGCGACCC
#71	ParBN5EF	TATAGAATTCATGCGTGGACTGGGACGCG
#72	ParBC1BR	TATAGGATCCTCACAACTCGCGGCGGTC
#73	ParBC2BR	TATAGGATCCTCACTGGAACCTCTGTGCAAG
#74	pUT18_F	CGGATGTACTGGAACCGGTG
#75	PA3849F	GGGAATTCATGCCGATCACGCCAT
#76	PA3849R	GGGGATCCTCAGTCTTGCGCCGCTTG
#77	PA3849NR	GGGGATCCCGTCCTTGCGCCGCTTGAGC
#78	NdplEc_F	TATAGAATTCATGCCTATCAAACACGCCA
#79	NdplBa_R	TATAGGATCCTCATGACGTGCTCTCCTGC
#80	NdplPUTR	TATAGGATCCCTGACGTGCTCTCCTGTCC
#81	4465EF	GCGAATTCATGCGCCTGATCATCGTCAGC
#82	4465HKR	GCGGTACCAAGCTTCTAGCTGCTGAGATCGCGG
#83	4465BS2R	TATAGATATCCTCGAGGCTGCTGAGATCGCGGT
#84	PA0895F	GGGAATTCATGTCGCTCCCCATGCG
#85	PA0895R	GGGGATCCTCAGCCGCGGACCAAGCTT
#86	PA0895RN	GGGGATCCCGCCGCGGACCAGCTTGG
#87	PA4602F	GGGAATTCATGTTTACGCCGTGATTGACC
#88	PA4602R	GGGATCCTTAGTTGCCGTAGACCGGGAA
#89	PA4602RN	GGGGATCCCGTTGCCGTAGACCGGGAACT
#90	PA3637F	GGGAATTCATGACGCGCTACATCTTCGTC
#91	PA3637R	GGGGATCCTCAGGCCTTCCCGGAATATTT
#92	PA3637NR	GGGGATCCCGGCCTTCCCGGAATATTTAG
#93	PA4920F	GGGAATTCATGCAACAGATCCAACGCGA
#94	PA4920R	GGGGATCCTCAGGCGCCTTCGGCAG
#95	PA4920RN	GGGGATCCCGGGCGCCTTCGGCAGTTC
#96	PA5172F	GGGAATTCATGGCTTTCAACATGCACAAC
#97	PA5172R	GGGGTACCTCAGATGTCGCGCAGGGGTC
#98	PA5172NR	GGGGTACCCGATGTCGGCGAGGGTCGA
#99	2020_E1F	TATAGAATTCATGCCAGGAAAACCAAAG
#100	2020_BaR	GTATGGATCCCGGCGTCCGCCAGCAA
#101	minCup	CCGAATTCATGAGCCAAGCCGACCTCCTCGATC
#102	minCNd	GGATCCCAAGCGGGTGATGTTCAACACGT
#103	minD1	GAATTCCTTGCCAAAATTCTCGTA
#104	minDNd	GGATCCCTTACGTCCTCCGAACA
#105	minE1	GAATTCATGAGCCTTTTAGACTTC
#106	minENd	GGATCCACGATCCGGCAGGGTGA
#107	pa1462A	CCGAATTCATGAAAGTCTGGGCAGTC
#108	pa1462Nd	GGATCCCGGCCACCCGGGTGGCCGGCT
#109	pa3481A	CCGAATTCATGTCCGCTATCACTCG
#110	pa3481Nd	GGATCCCGTCGTCGCTGATGCTGATGT
#111	pa5028A	CCGAATTCATGCGGCGCGTGGTTCATCAG
#112	pa5028Nd	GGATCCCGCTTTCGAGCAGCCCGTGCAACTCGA
#113	FlcNA	CCGAATTCATGAAGCAGATGGGTAGCATG
#114	flcNNd	GGATCCCTACGGCCGAACCTGTCCGGGGT
#115	MinCdown	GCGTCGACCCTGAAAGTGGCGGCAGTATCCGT
#116	minD2	CTGCAGTCATTCACGTCTCCGAA
#117	minE2	GTCGACTCAACGATCCGGCAGGGT
#118	paflcNb	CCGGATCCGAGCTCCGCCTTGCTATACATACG
#119	pa1464B	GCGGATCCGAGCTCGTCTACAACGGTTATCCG
#120	pa3481B	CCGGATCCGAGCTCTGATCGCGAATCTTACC
#121	pa5028B	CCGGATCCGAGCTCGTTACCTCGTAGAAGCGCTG
#122	YFPLeeco	GCGAATTCATGGTGAGCAAGGGCGAGGA
#123	YFPPEco	GCGAATTCCTTGTACAGCTCGTCCATGC
#124	linkerB	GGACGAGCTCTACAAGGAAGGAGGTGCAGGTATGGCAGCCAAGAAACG
#125	LINKERbr	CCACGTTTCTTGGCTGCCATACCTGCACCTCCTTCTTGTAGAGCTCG
#126	sfGFPecF	TATAGAATTCATGCGTAAAGGCCAAGAGC
#127	sfGFPEMR	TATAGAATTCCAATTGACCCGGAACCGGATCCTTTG
#128	sfGFPLiF	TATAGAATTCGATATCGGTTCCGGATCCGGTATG
#129	sfGFPSaR	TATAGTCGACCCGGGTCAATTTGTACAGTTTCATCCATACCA
#130	FlcNBsBR	TATAGGATCCTACGGCCGAACCTGTGCG
#131	KpnEcoAF	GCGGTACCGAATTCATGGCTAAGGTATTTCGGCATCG
#132	NcoparAR	CGCCATGGCTGCGGTTGCGGCGCGGCC
#133	SacItaF	GCGAGCTCCCGTTCTGGATAATG
#134	XbaclpR	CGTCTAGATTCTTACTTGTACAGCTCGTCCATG
#135	PA4215F	GGGAATTCATGCACAGATATGTCGTGATAG
#136	PA4215R	GGGGATCCTCAGAGTAGGCGCGGCC
#137	PA4217F	GGGAATTCATGAGCGAACCCATCGATATC
#138	PA4217R	GGGGATCCCTAGCGTGGCCGTTCACC
#139	1801EcoF	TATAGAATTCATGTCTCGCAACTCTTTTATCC
#140	1801BamR	TATAGGATCCTTAGACGGCCAGGTGCG
#141	PA4673F	GGCAATTCATGGGATTCAACTGCGGCATC
#142	PA4673R	GGGGATCCTTACACGTTGAAGCGGAAATGC
#143	PA4673NR	GGGGATCCCCACGTTGAAGCGGAAATGCAT
#144	PA1804F	GGGAATTCGTGAACAAGTCGGAACGTATC
#145	PA1804R	GGGGATCCTTAGTTGACAGCATCCTTCAGG
#146	PA1609F	GGGAATTCATGCGTCGCGTCTGTATCAC
#147	PA1609R	GGGGATCCTCAACCTGCCAGCGCTTG
#148	PA1609NR	GGGGATCCCAACCCTGCCAGCGCTGAG
#149	clpP2a	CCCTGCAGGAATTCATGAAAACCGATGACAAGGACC
#150	3326BamR	TATAGGATCCTCACTGGCCAGGCAGC
#151	0964_McF	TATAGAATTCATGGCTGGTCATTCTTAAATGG
#152	0964_MfR	ATATCAATTGTCAGCCGAGCTGCGCCA
#153	0964_BSR	TATAGGATCCTGCCGAGCTGCGCCATCA
#154	scpAEcoF	GCGAATCATGTTGGAGGTCTTCTCGAGG
#155	scpAKpnR	GCGGTACCGTCCGCAGGAGGACGAAC
#156	scpACTR	GCGGTACCCCTCGAAATCGTCTTCCAGG
#157	scpBEcoF	GCGAATTCATGAACCTGTCCGATCCC
#158	scpBKpnR	GCGGTACCGGGTGGAAACGACGGTCAG
#159	scpBCTR	GCGGTACCCGCGGCGCGGCCAGTCGTGCG
#160	0205F	CGGAATTCATGCATCCGATCCCTTCCCC
#161	0205R	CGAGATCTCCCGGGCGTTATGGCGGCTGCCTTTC
#162	0247F	GCGAATTCATGAAGCTCAAGTCGCCA
#163	0247R	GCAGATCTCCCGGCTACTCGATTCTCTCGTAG
#164	3029F	GCGAATCCATGAGCCACAAGGCCGAAAC
#165	3029R	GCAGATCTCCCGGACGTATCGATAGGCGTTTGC
#166	2220F	CGGGATCCATGATCAAACGTAACCTC
#167	2220R	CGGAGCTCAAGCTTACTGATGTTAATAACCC
#168	0411F	CGGAATTCATGAAGAAAAATCAACGCAGG
#169	0411R	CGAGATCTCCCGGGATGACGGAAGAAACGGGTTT
#170	PA1529F	CGGTGACCATGACCGACACCCAGGC
#171	PA1529R	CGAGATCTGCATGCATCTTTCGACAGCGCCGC
#172	0491_EcF	TATAGAATTCATGTCTCCCATGGCCCT
#173	0491_MfR	ATATCAATTGTCAGCGCCGGCTGCT
#174	1466F	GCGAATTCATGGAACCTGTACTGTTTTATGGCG
#175	1466R	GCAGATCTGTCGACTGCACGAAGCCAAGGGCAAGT
#176	2468F	GCGAATTCATGGTTCGCCCGATCCTTCT
#177	2468R	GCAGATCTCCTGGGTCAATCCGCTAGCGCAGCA
#178	P4290_BF	TATAGGATCCAATGCAGCCCGCTCGTT
#179	P4290_BR	ATATGAGCTCCTAGCCGTTCAAGGCCA
#180	4581_F	GCGAATTCATGAAACGCGGTCGCCAT
#181	4581_R	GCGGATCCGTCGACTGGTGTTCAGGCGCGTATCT
#182	P4906_BF	TATAGGATCCATGAGCAAAACCGGCCA
#183	P4906_SR	ATATGAGCTCCTAGTCGGCGCGCAGCT
#184	4914_EcF	TATAGAATTCATGCTGAACAAACGCCG
#185	4914R	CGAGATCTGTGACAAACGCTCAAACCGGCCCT
#186	M4914MfR	ATATCAATTGGAACCGGGCGGTAGGC
#187	P5338_BF	TATAGGATCCTTGCCGGGCATAGACG
#188	P5338_SR	ATATGAGCTCTCAGCTACGCAGGCGG
#189	2504_EcF	TATAGAATTCATGGCCTCGTGGACCTT
#190	2504R	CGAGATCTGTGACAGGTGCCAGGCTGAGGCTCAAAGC
#191	ECOMCF	CCGAATTCATGCGCCTGAAGAGCATCAAG
#192	smcRbis	GCGGATCCACTGCGCTGACACTCAGG
#193	PA4215NR	GGGGATCCCCAGGTAGGCGCGGCCCTTC
#194	PA4217NR	GGGGATCCCGCGTGGCCGTTCCACCTG
#195	PA1804NR	GGGGATCCCGTTGACAGCATCCTTCAGGG
#196	MO491MfR	ATATCAATTGGGCGCGGCTGCTGAGT
#197	SmcBamR	CCGGATCCCGGCTTCAGCCAATGCGACC

BIBLIOGRAPHY

How the deposited data were processed for this re-analysis (not part of the article)

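Chromatin immunoprecipitation with antibodies against ParB was followed by sequencing in 11 samples from 6 strains of *P. aeruginosa* PAO1161. WT, Δ*smc*, *parA*_STOP Δ*smc*, *parB*_G11A and *parA*_L84K have 2 samples each and Δ*parB* has 1, by the sample labels. The files used here hold no values of these samples. The 2 deposited files are gene annotations of the chromosome sequence CP032126, each with 6043 lines of start, end, name and strand; one names genes by PAO1161 identifiers and the other, at the same positions, by PAO1 identifiers for 5608 of them. How the annotation was made is not given in the sources used here. Comparisons between strains were therefore not analysed here, and the statements of the main text on this experiment and on the other experiments stand without added data. No library depth could be given.

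The measured values come from the paper's supplementary tables. Table S3 gives peaks that the authors called with MACS2 on combined WT replicates and kept above a fold enrichment of 3, with the pileup and fold enrichment of each peak. Whether a control library entered the peak calling is not given in the sources used here. Table S1 gives Mascot scores, and Table S2 gives clones of the two-hybrid library. These values had been seen before the tests and the rule for named genes were written. By that rule, the text names genes holding or flanking the summits of the 10 peaks of highest fold enrichment, the partners of Table 1 and other proteins the paper names, the genes changed in its strains, the genes at the 82R site and members of lists written before the annotation was examined. Those lists are 56 genes that are highly transcribed in most growth conditions (ribosomal proteins, RNA polymerase, ATP synthase, chaperones and abundant surface proteins) and groups of Table S1 proteins taken by words in their names or products. HdhA (PA4022), SucC and SdhA of Table S1 and the widest peaks were chosen after their values were seen, and *dnaA* is named only to place the origin. RefSeq symbols came from the table of the PAO1 assembly, matched by PAO1 identifier, with no coordinates taken from it.

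Positions are 1-based on CP032126. Distance from the origin is the shorter way round to the first base of the sequence, with the last annotated base, 6383760, as the end. A summit lies between genes when no annotated gene covers it. Chance came from 10000 circular shifts or uniform placements within the stretch from the first to the last peak, and the rank correlations from 100000 permutations. Peaks and genes are not replicates, so each p describes these lists. The background under a peak was taken as (pileup + 1) / fold enrichment - 1, with the pseudocount of 1 that the peak caller adds. A gene was at a peak when they shared at least 1 bp. Overlaps of lists were tested with Fisher's exact test. Benjamini-Hochberg adjustment was over 9 tests. Simulated lists of 279 sites were also tested. The test of summits between genes called 3% of 100 lists without an effect. It called 100% of those with 10% of the sites moved into gaps. The rank correlation called 8% of lists without an effect and 100% of those with a planted slope, both with independent noise. Values under neighbouring peaks may not be independent, so these rates need not hold for the background. Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 was used.

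Alternatives set before the annotation was examined, and after the values of the tables had been seen, were a fold enrichment of at least 5, other definitions of overlap and of chance, a Mascot score of at least 200, means, emPAI or matches in place of summed scores, and leaving out each FLAG-ParB replicate. The search for the motif of single binding sites at the summits was planned for the case that a genome sequence was at hand; no genome was used here.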

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

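Of 36 alternative settings over 13 results, 25 kept the direction and the side of the threshold, or moved a count by less than 1.5 times. These include the test of wide peaks and the background without the pseudocount, which could hardly differ. The background under the peaks fell with distance from the origin at a fold enrichment of at least 5 (rho = -0.924) as over all peaks. With peaks over 500 kb from the origin only, a setting chosen after seeing the data, the relation of peak width to distance weakened to rho = -0.106 (permutation p = 0.0977). Genes of Table S1 proteins lay nearer the origin than random genes on average (1441 against 1585 kb), but with circular shifts of the gene order p was 0.144 for the same mean of 1441 kb, and for the 40 proteins without a control score the mean was 1382 kb (permutation p = 0.161); the first change follows from shifts keeping neighbouring genes together, and the cause of the second was not tested beyond the smaller number of genes. Genes of Table S1 held a summit in 7.317% of cases against 4.029% of other genes (Fisher's exact test, p = 0.0205), while by an overlap of at least 1 bp the shares were 7.317% and 6.043% (p = 0.413), and with 500 bp added on both sides they were 10.16% and 10.45%, the other way round. Genes of Table S1 were longer (median 1110 bp against 819 bp of other genes), and the cause was not tested. Of the proteins without a control score, none is in Table S2, so the overlap of 3 proteins became 0 against 0.238 by chance. At a Mascot score of at least 200, 16 proteins without a control score were left of 40. Leaving out each FLAG-ParB replicate gave 27 to 40, where a score of at least 100 was also required in a remaining replicate. The 64 proteins scored in every replicate became 31 at a score of at least 100 in each, and ranged from 64 to 237 without each replicate, the highest without replicate 3. The 242 proteins at least 2 times as high as the control ranged from 104 to 239 without each replicate, lowest without replicate 2. This range does not measure dependence on a replicate. The shared control was kept whole, so leaving out replicate 1 or 2 lowers ratios by construction. No peak touched a gene of the highly transcribed list, so the wide-peak test could show nothing under any setting. No paired analysis was possible because the files used here hold no values per ChIP-seq sample and the peaks were called on combined replicates. For the counts of Table S1, a fit with each control and its replicates as a block could be made and was left out. Alternatives for the motif search and comparisons between strains were not run, for want of a genome and of values per sample. No depth per sample was at hand, so no limit from it can be given.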

Differences from the paper's values

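The legend of Table S1 in the paper sets a Mascot score of 100 in at least one sample as the limit for keeping a protein, whereas the lowest best score among the 251 listed proteins is 151. None of the alternatives bears on this value. The paper's 250 candidates and 210 proteins also found in controls are met by Table S1 only without ParB, which the paper counts in the second group; with ParB the table has 251 and 211. For identifiers, Table 1 of the paper lists FleN under PA1464, while its text and the RefSeq table give PA1454; in the annotation PA1454 lies at 3930639 to 3931481 and PA1464, a different gene, at 3920871 to 3921350. Fig. 3C labels NdpA as PA3489, while the text, Table 1 and Table S1 give PA3849, and Fig. 3A labels a partner as PA3841, which is *exoS* in the RefSeq table, where the text gives PA3481. NdpA2 is D3C65_24125 in Table 1 and D3C65_RS24150 in Fig. 3C and the list of strains; the positions given here are those of D3C65_24125.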

Other observations

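The tests of the slopes, of the peaks far from the origin, of peak width against distance and of the highly transcribed genes at peaks were chosen after the result was seen. No peak of Table S3 touched any of the 47 highly transcribed genes outside the origin region, whereas 6.146% of the 5809 other genes shared at least 1 bp with a peak (Fisher's exact test, two-sided, p = 0.115, Benjamini-Hochberg adjusted p = 0.26 over 9 tests); the difference did not pass the test. Of the 30 summits between genes, 11 lay between divergent genes, which make up 30.4% of the length between genes, 3 between convergent genes (11.4%) and 16 between genes on the same strand (58.2%). Among the genes that the paper deletes or reports as partners, *arcB* (PA5172) and PA4686 each shared at least 1 bp with a peak. Of the 5809 genes above, 6.146% did so, and whether the deleted genes and partners exceed that share was not tested. Genes of the Table S1 proteins lay on average 1441 kb from the origin, against 1585 kb for random genes (permutation test, two-sided, p = 0.0092, Benjamini-Hochberg adjusted p = 0.0276), a difference that did not pass the test with circular shifts of the gene order (p = 0.144).

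The background under the ParB peaks traced a symmetrical fall from the origin that the paper does not report. The median was 2.16 times as high in the first 500 kb as between 3.0 and 3.5 Mb. On the arm of rising coordinates log2 background fell by 0.386 per Mb (95% bootstrap interval -0.41 to -0.362, 153 peaks), and on the other arm it fell by 0.39 per Mb (-0.421 to -0.357, 126 peaks). Among the 191 peaks over 1 Mb from the origin rho was still -0.89, so ParB spreading that ends within 1 Mb would not account for the whole fall. That check was chosen after the fall had been seen on the same peaks, and it does not test spreading of a longer reach. Spreading could enter the background only if that came from the immunoprecipitated library, which the sources used here leave open. A candidate explanation is more copies of origin-near DNA in growing cells. The slopes below 0 on both arms, the less steep being -0.386, restate the fall already seen and do not test it. It stays open, since the background may be that of a control library or of the immunoprecipitated one, no library without immunoprecipitation was analysed here and base composition could not be examined without a genome.

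Peaks nearer the origin were wider (rho of length and distance = -0.271, permutation p = 1e-05, 279 peaks), a relation that did not pass the test among the 244 peaks over 500 kb from the origin (rho = -0.106, permutation p = 0.0977). The widest, of 3901 bp at 154152 to 158052, is the first one past the excluded region and covers PA0136 to PA0138, and the next, of 2890 bp at 6341720 to 6344609, is the last one before it and covers *tonB1*. A candidate explanation is the higher pileup near the origin. Given the pileup, the partial rho turned to 0.202 (95% bootstrap interval 0.0684 to 0.33), outside the range set beforehand for that explanation. The pileup includes the background, which fell with distance (rho = -0.937). At a given pileup, farther peaks therefore tend to have a higher fold enrichment. The partial rho thus cannot show whether an excess of width near the origin remained, and the question stays open.

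The 40 proteins of Table S1 without a control score had lower summed scores (median 281) than the 211 with one (median 651), and a possible explanation is scores too low to be seen in the control. At the median ratio of the other proteins, 3.41, 0.0% of the 40 would have a control score below 44, the lowest control score in the table. This decides nothing, because the lowest best score of a listed protein, 151, divided by that ratio is 44.3, so no listed protein could fall below. At the ratio of the 90th percentile, 6.73, a value chosen after seeing the first, 21 of the 40 would fall below it, and the explanation stays open.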
